# Undernutrition Disrupts Cecal Microbiota and Epithelium Interactions, Epithelial Metabolism, and Immune Responses in a Pregnant Sheep Model

**DOI:** 10.1128/spectrum.05320-22

**Published:** 2023-03-28

**Authors:** Weibin Wu, Huizhen Lu, Jianbo Cheng, Zhaoyu Geng, Shengyong Mao, Yanfeng Xue

**Keywords:** cecal microbiota, epithelial metabolism, fermentation parameters, immune response, signaling pathway

## Abstract

Undernutrition may change cecal microbiota-epithelium interactions to influence cecal feed fermentation, nutrient absorption and metabolism, and immune function. Sixteen late-gestation Hu-sheep were randomly divided into control (normal feeding) and treatment (feed restriction) groups to establish an undernourished sheep model. Cecal digesta and epithelium were collected to analyze microbiota-host interactions based on 16S rRNA gene and transcriptome sequencing. Results showed that cecal weight and pH were decreased, volatile fatty acids and microbial proteins concentrations were increased, and epithelial morphology was changed upon undernutrition. Undernutrition reduced the diversity, richness, and evenness of cecal microbiota. The relative abundances of cecal genera involved in acetate production (*Rikenellaceae* dgA-11 gut group, *Rikenellaceae* RC9 gut group, and *Ruminococcus*) and negatively correlated with butyrate proportion (*Clostridia* vadinBB60 group_norank) were decreased, while genera related to butyrate (*Oscillospiraceae*_uncultured and *Peptococcaceae*_uncultured) and valerate (*Peptococcaceae*_uncultured) production were increased in undernourished ewes. These findings were consistent with the decreased molar proportion of acetate and the increased molar proportions of butyrate and valerate. Undernutrition changed the overall transcriptional profile and substance transport and metabolism in cecal epithelium. Undernutrition suppressed extracellular matrix-receptor interaction and intracellular phosphatidyl inositol 3-kinase (PI3K) signaling pathway then disrupted biological processes in cecal epithelium. Moreover, undernutrition repressed phagosome antigen processing and presentation, cytokine-cytokine receptor interaction, and intestinal immune network. In conclusion, undernutrition affected cecal microbial diversity and composition and fermentation parameters, inhibited extracellular matrix-receptor interaction and the PI3K signaling pathway, and then disrupted epithelial proliferation and renewal and intestinal immune functions. Our findings exposed cecal microbiota-host interactions upon undernutrition and contribute to their further exploration.

**IMPORTANCE** Undernutrition is commonly encountered in ruminant production, especially during pregnancy and lactation in females. Undernutrition not only induces metabolic diseases and threatens pregnant mothers’ health, but also inhibits fetal growth and development, leading to weakness or even death of fetuses. Cecum works importantly in hindgut fermentation, providing volatile fatty acids and microbial proteins to the organism. Intestinal epithelial tissue plays a role in nutrient absorption and transport, barrier function, and immune function. However, little is known about cecal microbiota and epithelium interactions upon undernutrition. Our findings showed that undernutrition affected bacterial structures and functions, which changed fermentation parameters and energy regimens, and therefore affected the substance transport and metabolism in cecal epithelium. Extracellular matrix-receptor interactions were inhibited, which repressed cecal epithelial morphology and cecal weight via the PI3K signaling pathway and lowered immune response function upon undernutrition. These findings will help in further exploring microbe-host interactions.

## INTRODUCTION

Malnutrition in ruminant production is commonly due to feed fluctuations caused by seasonal changes or cost controls. The susceptibility to malnutrition of ruminants in pregnancy and lactation is likely to increase because of the high energy requirements in these specific physiological periods. Since about 80% of the fetal birth weight is formed during late gestation (1), ewes' energy requirements for singleton and twin pregnancies are 150% and 200% higher than usual, respectively (2). However, the gradually increased fetal weight and uterus size squeeze the rumen, leading to reduced rumen volume and decreased feed intake. In particular, ewes with multiple lambs will have a more increased energy demand and more reduced feed intake than ewes with single lambs, resulting in more severe undernutrition during late gestation (2). Undernutrition will not only induce pregnancy toxemia and a threat to maternal health but also inhibit fetal growth and development and lead to weak or even dead lambs (3).

The gut microbiota acts as a signaling hub which links external factors, such as diet, to the body's immune signals and metabolic processes, influencing host immune responses and metabolic homeostasis (4). There is evidence that malnutrition affects the gastrointestinal microbiota structure and barrier function (5). Undernutrition changes microbial community composition and fermentation parameters in the colon of Hu-sheep (6). Undernutrition reprograms the cross talk between ruminal microbiota and epithelium and alters nutrients metabolic processes in the ruminal epithelium of Hu-sheep (7). Undernutrition also alters intestinal and systemic immune homeostasis by affecting the composition of intestinal microbiota (8). Microbiota in the hindgut is critical to the health and efficient production by ruminants. Cecum plays a vital role in hindgut fermentation, which ferments about 17% of the digestible cellulose and provides 12% of the total volatile fatty acids (VFAs) to the organism (9). VFAs account for up to 75% of the energy supply for ruminants (10). Previous studies have shown that a high-grain diet disrupts the balance of cecum microbiota and leads to cecal mucosal damage in ruminants (9). Restricted feeding also affects cecal microbiota and alters cecal weight in monogastric animals, such as the hen (11) and rat (12). However, although the cecum is not negligible in the hindgut of ruminants, very little is known about the changes that occur in the cecum during malnutrition. Given that the volume, turnover rate, and fermentation in the rumen of Hu-sheep are affected by undernutrition (7), the fermentation in the cecum must be changed. Here, we hypothesized that malnutrition for sheep during late gestation would affect the composition and function of cecal microbiota, thereby influencing the nutrient metabolism and immune response in cecal epithelium.

Therefore, this study aimed to investigate the interaction of cecal microbiota and epithelium in response to malnutrition through 16S rRNA gene sequencing of cecal digesta and transcriptome sequencing of cecal epithelium.

## RESULTS

### Undernutrition affected cecal fermentation mode and epithelial morphology.

From the 115th day of gestation, ewes in the control (CON) and treated (TR) groups were fed 100% and 30% of the *ad libitum* feeding level, respectively, for 15 days to establish an undernourished sheep model. Blood β-hydroxybutyric acid (BHBA) concentration of the TR group was 5.6 times higher (*P* < 0. 001) than in the CON group and was above the threshold (0.8 mmol/liter), while blood glucose concentration of the TR group was just 63% (*P* < 0. 001) of the CON group and was below the threshold (3 mmol/liter) (13), which indicated the successful establishment of the undernourished sheep model during late gestation. The weight of empty cecum (*P* < 0.001) and cecal pH (*P* = 0.02) in the TR group were lower than those of the CON group (Fig. 1a and b). Compared to the CON group, undernutrition significantly increased the concentrations of propionate (*P* = 0.026), isobutyrate (*P* = 0.018), butyrate (*P* < 0.001), isovalerate (*P* = 0.002), valerate (*P* = 0.001), and total VFAs (*P* = 0.029) in the cecal digesta (Fig. 1c and d). Further, the molar ratios of butyrate (*P* = 0.001), isovalerate (*P* = 0.006), and valerate (*P* = 0.023) were increased, while the molar ratio of acetate (*P* = 0.002) was decreased and the molar ratios of propionate (*P* = 0.964) and isobutyrate (*P* = 0.088) remained unchanged in the cecal digesta of TR ewes compared with ratios in the CON ewes (Fig. 1e). The microbial protein content in the cecal digesta of the TR group was significantly higher (*P* = 0.001) than that of the CON group (Fig. 1f). In addition, a significant detachment of the lamina propria of the cecal epithelium occurred in the TR group compared to the CON group (Fig. 1g).

**FIG 1:**
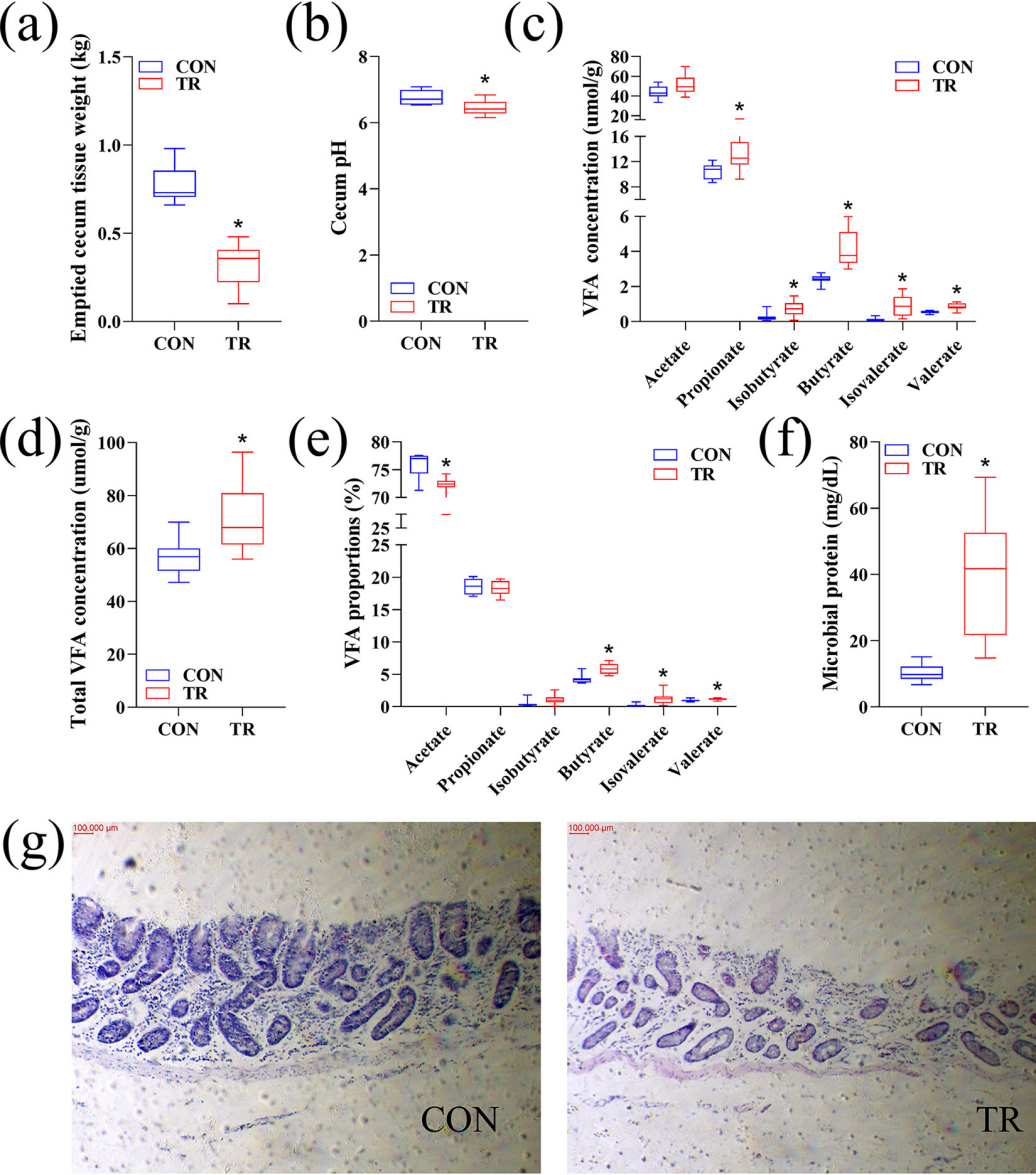
Undernutrition affected the cecal weight, fermentation parameters, and morphology. (a) Emptied cecal weight in the CON and TR groups. (b) Cecal pH. (c) Cecal VFA concentrations. (d) Cecal total VFA concentration. (e) Molar proportions of VFAs. (f) Cecal microbial protein. (g) Hematoxylin and eosin-stained sections of cecal epithelium. Asterisks indicate significant differences (*P* < 0.05).

### Undernutrition changed cecal microbiota diversity and composition.

To explore how undernutrition changed cecal fermentation, we extracted DNA from cecal digesta and performed 16S rRNA gene sequencing to study the alteration of cecal microbiota. Rarefaction curves of all samples converged to a plateau, indicating sufficient sequencing depth (see Fig. S1 in the supplemental material). Compared to the CON group, Shannon (*P* = 0.003), richness (*P* = 0.036), and evenness (*P* = 0.005) diversity indices decreased significantly, while the Simpson index (*P* = 0.006) increased significantly and the abundance-based coverage estimator (*P* = 0.141) and Chao (*P* = 0.115) indices remained unchanged in the TR group (Fig. 2a). Principal-coordinate analysis (PCoA) based on Bray-Curtis, unweighted UniFrac, and weighted UniFrac metrics demonstrated the differences of the cecal microbial community between the CON and TR groups (Fig. 2b). A Venn diagram also illustrated that only 3,161 operational taxonomic units (OTUs) were identified in the two groups, while 672 and 1,044 unique OTUs were distributed in the CON and TR groups, respectively (Fig. 2c).

**FIG 2:**
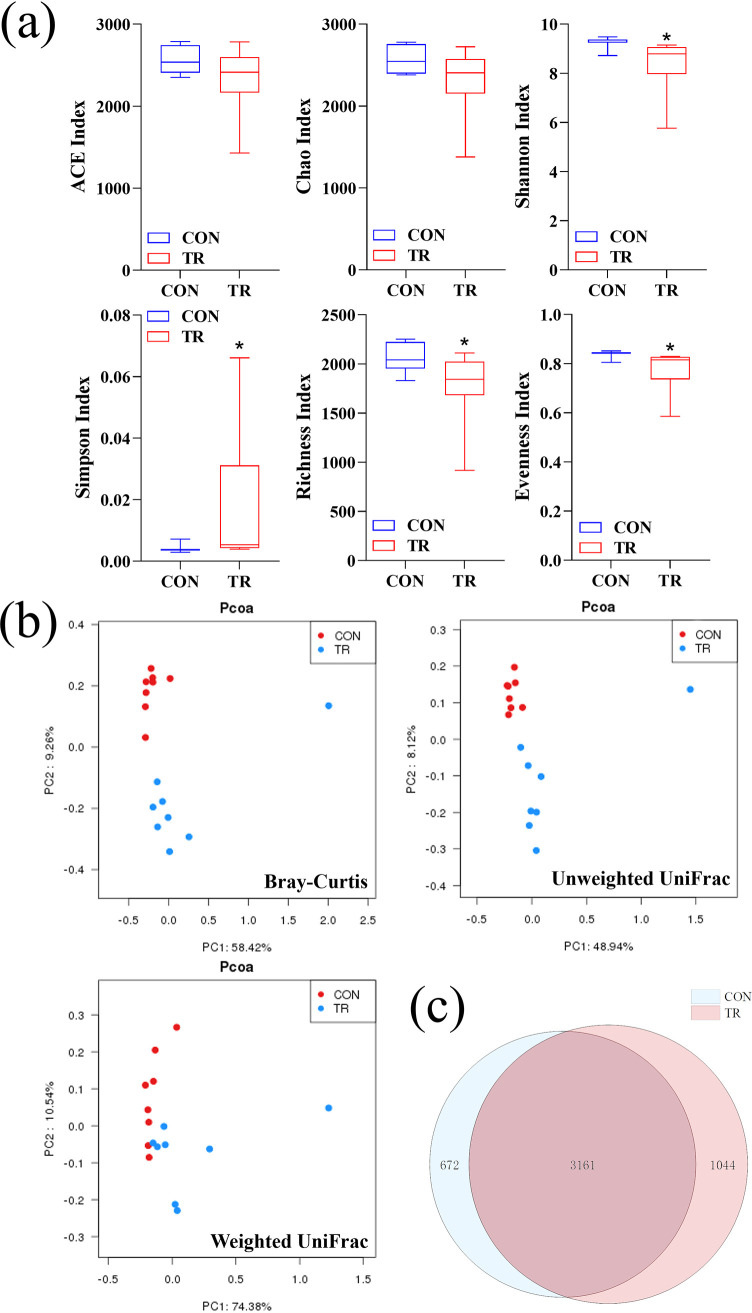
Effect of undernutrition on the diversity of bacterial communities in cecal digesta. (a) Alpha diversity index. (b) PCoA plots (Bray-Curtis, unweighted UniFrac, and weighted UniFrac) of bacterial communities, based on OTUs. (c) Venn diagram of OTUs in two groups. Asterisks indicate significant differences (*P* < 0.05).

Distinct characteristics were presented in the relative abundances of cecal bacteria at the phylum and genus levels, with each taxon representing more than 0.5% in at least one group. In detail, 36 phyla were identified in both groups; *Firmicutes*, *Bacteroidota*, *Spirochaetota*, *Proteobacteria*, and *Verrucomicrobiota* were the dominant phyla (relative abundance, >1%) in the CON group, while *Firmicutes*, *Bacteroidota*, *Proteobacteria*, *Verrucomicrobiota*, and *Actinobacteriota* were the dominant phyla in the TR group. At the phylum level, the relative abundances of *Spirochaetes* and *Fibrobacterota* decreased (*P* < 0.05), while that of *Actinobacteria* increased (*P* < 0.05) in the TR group (Fig. 3a). A total of 44 genera were identified with relative abundances of more than 0.5% in at least one group. At the genus level, the relative abundances of UCG-010_norank, *Rikenellaceae* RC9 gut group, *Monoglobus*, Treponema, *Ruminococcus*, *Clostridia* UCG-014_norank, p-251-o5_norank, *Rikenellaceae* dgA-11 gut group, *Clostridia* vadinBB60 group_norank, *Fibrobacter*, *Prevotellaceae* UCG-001, and *Bacteroidales* RF16 group_norank were reduced (*P* < 0.05), while those of *Oscillospiraceae*_uncultured, UCG-002, Family XIII AD3011 group, and *Peptococcaceae*_uncultured were increased (*P* < 0.05) in the TR group (Fig. 3b).

**FIG 3:**
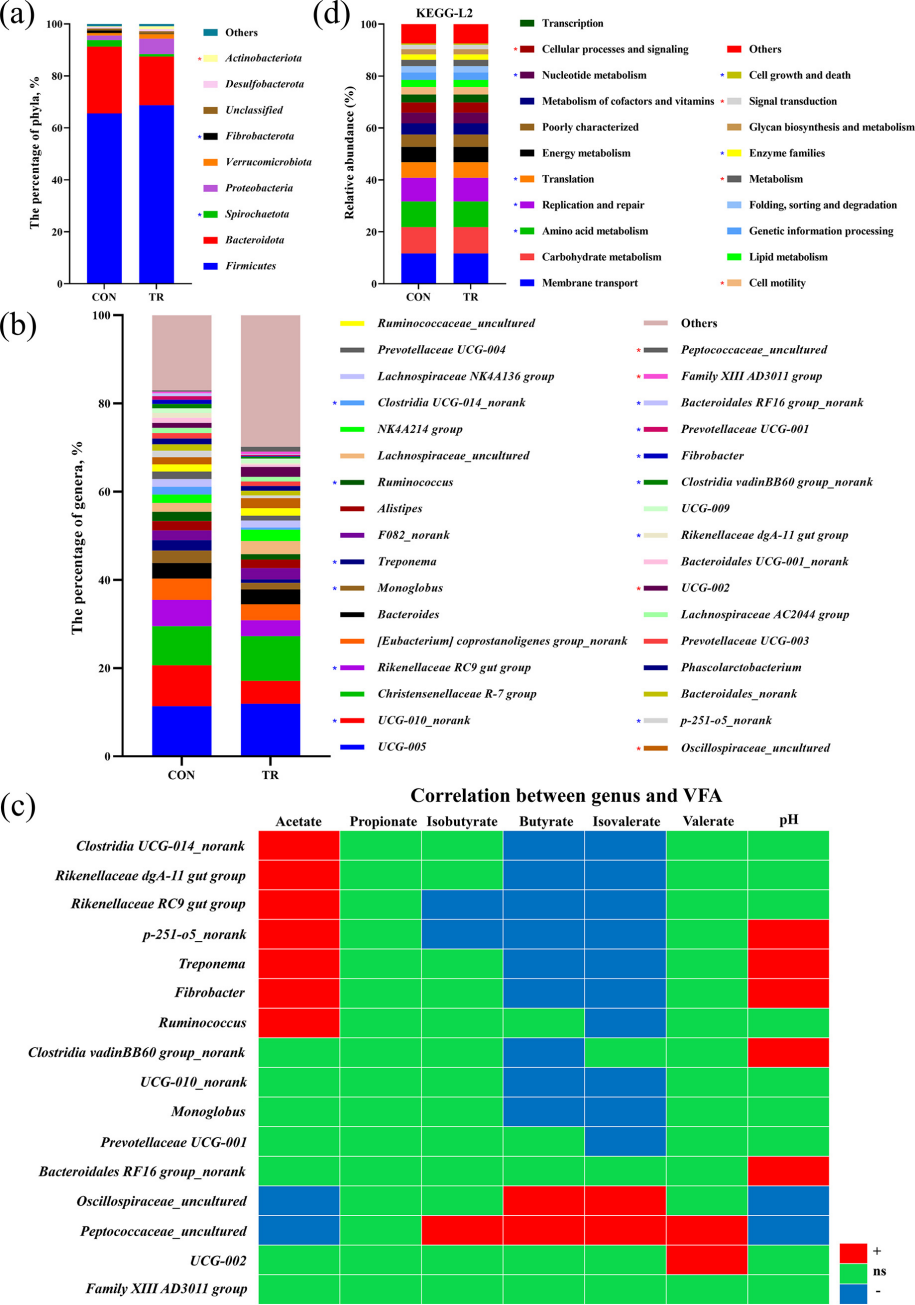
Undernutrition changed the structures and functions of bacterial communities in cecal digesta. (a) Relative abundances of bacterial communities at the phylum level. (b) Relative abundances of bacterial communities at the genus level. (c) Correlations between the changed bacterial communities and fermentation parameters in the cecal digesta. +, significantly positive correlation (*P* < 0.05); −, significantly negative correlation (*P* < 0.05); ns, nonsignificant correlation (*P* > 0.05). (d) Abundance distribution map of cecal microbiota based on KEGG prediction function. Red asterisks indicate significant increases (*P* < 0.05) and blue asterisks indicate significant decreases (*P* < 0.05) of abundances distributed in the indicated biological process.

To explore the association between cecal microbiota and fermentation parameters, we evaluated the correlation between significantly altered bacterial genera and VFA molar proportions and pH. The relative abundances of *Oscillospiraceae*_uncultured and *Peptococcaceae*_uncultured were mainly negatively correlated with the molar ratio of acetate and positively correlated with the molar ratios of butyrate, isovalerate, and valerate. The relative abundances of *Clostridia* UCG-014_norank, *Rikenellaceae* dgA-11 gut group, *Rikenellaceae* RC9 gut group, p-251-o5_norank, Treponema, *Fibrobacter*, and *Ruminococcus* were mainly negatively correlated with the molar ratios of butyrate and isovalerate and positively correlated with the molar ratio of acetate. The molar ratio of valerate in the cecum was positively correlated with *Peptococcaceae*_uncultured and UCG-002 only. Cecal pH was positively correlated with the relative abundances of p-251-o5_norank, Treponema, *Fibrobacter*, *Clostridia* vadinBB60 group_norank, and *Bacteroidales* RF16 group_norank and negatively correlated with those of *Oscillospiraceae*_uncultured and *Peptococcaceae*_uncultured (Fig. 3c). Functional predication analysis of cecal bacteria at the second level of the Kyoto Encyclopedia of Genes and Genomes (KEGG) database showed that cellular processes and signaling, cell motility, metabolism, and signal transduction were enhanced, while amino acid metabolism, replication and repair, translation, nucleotide metabolism, enzyme families, and cell growth and death were weakened in the TR group compared to the CON group (Fig. 3d).

### Undernutrition reprogrammed nutrient transport, metabolism, and the energy system.

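Total RNA of cecal epithelium, the inner lining of the cecum, was analysed for 5 CON and 5 TR ewes, with 1 library per ewe. The CON ewes were fed 100% and the TR ewes 30% of the ad libitum level for 15 days from day 115 of gestation, and the cecum was sampled on day 130. The sample labels give the stage as day 115, the day on which the restriction began. The authors purified mRNA, sequenced the libraries on an Illumina platform, mapped the screened reads to the sheep reference genome 4.0 with HISAT2 and calculated FPKM for each gene. FPKM divides the fragments mapped to a gene by its transcript length and by the total mapped in that library. This does not remove every difference in scale between libraries, and the values carry no read count. The depth of the libraries is therefore unknown, and the precision of each gene is taken from the spread between ewes.
The values covered 17915 genes, and those below were taken as deposited, without further scaling. FPKM summed to 403256 to 510600 per library in the CON group, with a median of 410353, and to 411428 to 448789 in the TR group, with a median of 427463. The 20 highest genes held 13.7% ± 1.23 (SD, n = 5) of that sum in the CON group and 14.2% ± 0.75 (SD, n = 5) in the TR group. Between 12734 and 12984 genes reached 1 FPKM in a CON library, and between 12403 and 12621 did so in a TR library. Genes with at least 0.2 FPKM in at least 5 of the 10 libraries were tested, which left 14730. The test was limma with a mean-variance trend on log2(FPKM + 0.1), two-sided, with Benjamini-Hochberg adjustment over these genes. The pseudocount of 0.1 shrinks the fold change of genes expressed near that level. Genes are listed under internal numbers that the files do not pair with gene names, and 0 of them matched the sheep gene table used here, which belongs to another assembly. Single genes are therefore given by number only.

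**Figure D1:**
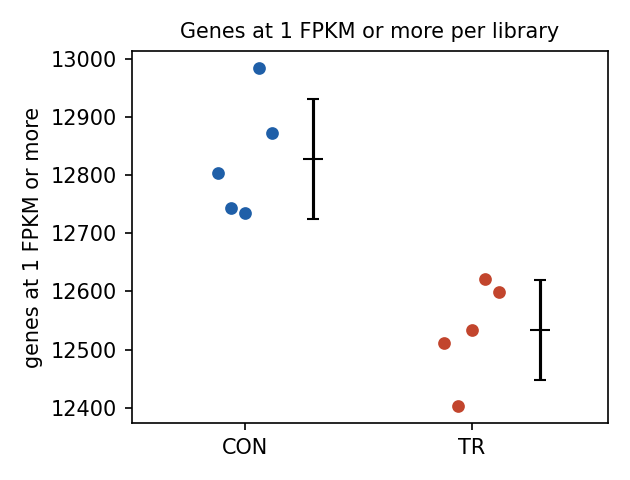
Number of genes with at least 1 FPKM in each library of cecal epithelium from 5 CON and 5 TR ewes. Points are libraries, and the black bar is the mean with its SD. The CON libraries lie between 12734 and 12984 genes and the TR libraries between 12403 and 12621.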

Transcriptome sequencing of cecal epithelium was used to investigate the effect of undernutrition on substrate metabolism, biological processes, signal transduction, and epithelial functions. First, both principal-component analysis and partial least-squares discriminant analysis plots showed the significant differences of total transcriptome profiles between the CON and TR groups (Fig. 4a and b). 

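In the expression of all 14730 tested genes, every one of the 10 libraries lay nearest to another library of its own feeding group. The mean Euclidean distance between a CON and a TR library, on the log2(FPKM + 0.1) scale, was 88.1, with a range of 79.3 to 105. Within the groups it was 78.8 (60.9 to 102) for CON pairs and 77.5 (67.7 to 85.0) for TR pairs. The feeding group accounted for 22.4% of the variance between libraries, with a pseudo-F of 2.30 and p = 0.0079 in an exact permutation test over all assignments of the libraries to groups of 5 and 5, which is the smallest p this design allows. A random split into 5 and 5 also takes up a part of the variance, so the 22.4% is not a share due to feeding alone. The rest of the variance lay within the groups. With 1 library per ewe, differences between ewes and technical differences cannot be told apart there.
The first 2 principal components together parted the groups, although neither did so alone. The sum of the scores on both, looked at after the scores were seen, was 32.3 to 40.8 in the CON libraries and -51.9 to -18.9 in the TR libraries. The first component held 26.9% of the variance, and its mean score was 21.7 ± 28.4 (SD, n = 5) in the CON group and -21.7 ± 12.8 (SD, n = 5) in the TR group (exact permutation test, two-sided, p = 0.016). Scores on this component overlapped, because CON1 at -10.8 and CON5 at -1.98 reached the TR range of -36.6 to -5.31 or came close to it, while CON2 lay at the other end at 58.3. The second component held 18.1%, with mean scores of 15.2 ± 26.3 (SD, n = 5) and -15.2 ± 13.4 (SD, n = 5) for CON and TR (exact permutation test, two-sided, p = 0.063). A partial least-squares discriminant analysis uses the group labels to find the direction that parts them, so it separates groups more readily than components found without labels. With 2 components its goodness of fit was 0.992, and its predictive Q2, from leaving out 1 library at a time, was 0.718. From the PCA and PLS-DA plots, the paper states that the total profiles of the groups differed.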

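Undernutrition was accompanied by lower expression of 297 genes and higher expression of 75 genes in the cecal epithelium of the TR group, at an adjusted p under 0.05 from limma. Past the fold change thresholds of the methods as well (over 1.5 or under 0.667), 284 genes were downregulated and 65 were upregulated, 349 in all. The median log2 fold change was -1.12 among the downregulated genes (quartiles -1.51 and -0.83) and 0.93 among the upregulated genes (quartiles 0.68 and 1.67). More than 2-fold changes were seen in 180 and 36 of them, respectively. Of all 14730 tested genes, 651 (4.42%) had 5 TR values that all lay above or all lay below the 5 CON values, where chance would give 0.794%.
The 2 directions were spread differently over the mean FPKM of all 10 libraries, which the change itself moves. Among genes with a mean of 1 to 5 FPKM, 115 were downregulated and 12 upregulated, while among genes of 20 FPKM or more 58 were downregulated and 33 upregulated. The median CON mean was 7.79 FPKM (quartiles 3.56 and 21.0) for the downregulated genes. It was 10.8 FPKM (quartiles 3.86 and 31.6) for the upregulated genes. No difference in level was tested. The 297 downregulated genes, chosen for this difference, held 3.42% ± 0.256 (SD, n = 5) of the summed FPKM in the CON group and 1.38% ± 0.263 (SD, n = 5) in the TR group. The 75 upregulated genes held 0.784% ± 0.090 (SD, n = 5) and 3.19% ± 0.501 (SD, n = 5), respectively.
The gene with the smallest adjusted p, gene9954, was also among the most abundant that changed. Its FPKM was 202 ± 34.6 (SD, n = 5) in the CON group and 2756 ± 557 (SD, n = 5) in the TR group, a log2 fold change of 3.76 (standard error 0.18, adjusted p = 1.8e-06 from limma). In the TR libraries it alone held 0.645% of the summed FPKM. The log2 fold change of gene11939 was larger, at 4.31 (standard error 0.91, adjusted p = 0.031 from limma), but its 5 TR values ran from 1.79 FPKM in TR3 to 127 FPKM in TR1, against 0.665 to 1.54 FPKM in the CON group. Leaving out CON2, CON3, CON4, CON5, TR1, TR2 or TR5 took its adjusted p above 0.05, to at most 0.079. Of the downregulated genes, gene28385 went from 77.9 ± 13.7 FPKM (SD, n = 5) in the CON group to 14.1 ± 13.0 FPKM (SD, n = 5) in the TR group, a log2 fold change of -3.03 (standard error 0.57, adjusted p = 0.019 from limma), and without CON3 its adjusted p was 0.055. For gene29170, which had 0.599 to 2.35 FPKM in the CON libraries, TR3 was listed at 0, TR1, TR4 and TR2 had 0.0069, 0.0104 and 0.0126 FPKM, and TR5 had 0.227 FPKM. Its log2 fold change was -3.19 (standard error 0.44, adjusted p = 0.0053 from limma), and it was -1.06 with a pseudocount of 1 and -5.31 with one of 0.01.
Scaling the libraries to a common median ratio gave 230 downregulated and 94 upregulated genes, and quantile normalization gave 208 and 92. With array weights, which let the libraries differ in precision, 521 genes were downregulated and 160 upregulated, 681 in all. A block by replicate number, which leaves fewer degrees of freedom, gave 100 and 29, 129 in all. The methods do not describe a pairing of the ewes by these numbers. The total of 372 changed genes became 236 without CON2, 152 without CON3, 190 without CON4, 223 without CON5, 146 without TR1 and 160 without TR2, each with 1 library fewer in the test. It was 353 without CON1, 293 without TR3, 373 without TR4 and 382 without TR5, so the total depended on which library was left out.

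**Figure D2:**
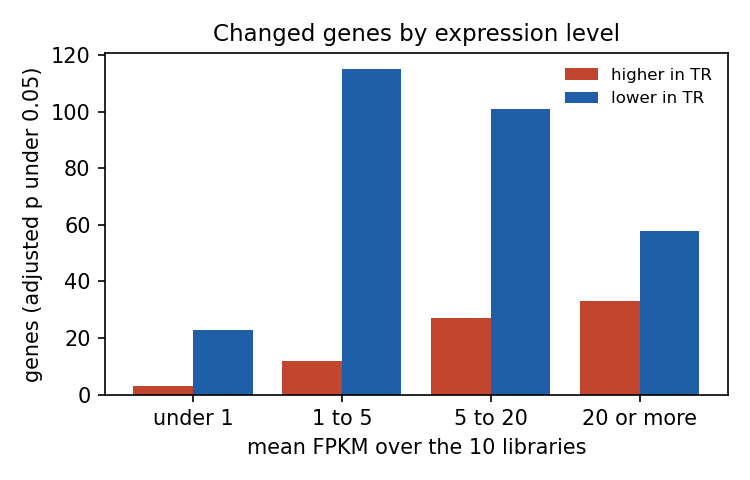
Number of genes higher (red) or lower (blue) in the TR than in the CON group at an adjusted p under 0.05, by mean FPKM over the 10 libraries. Downregulated genes outnumber upregulated genes at each level, by 115 to 12 at 1 to 5 FPKM and by 58 to 33 at 20 FPKM or more.

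**Figure D3:**
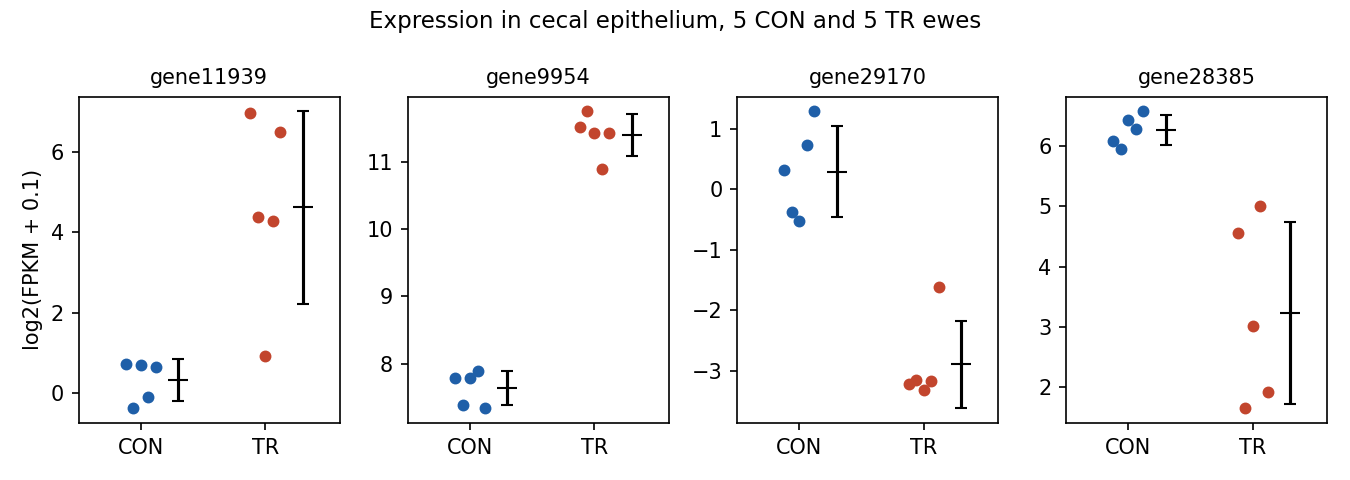
Expression of gene11939, gene9954, gene29170 and gene28385 as log2(FPKM + 0.1) in 5 CON and 5 TR ewes. Points are libraries, and the black bar is the mean with its SD. The panels have separate vertical axes, and the TR values of gene11939 spread from 1.79 to 127 FPKM.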

Volcano plots demonstrated that 740 differentially expressed genes (DEGs) were identified between the two groups, of which 202 DEGs were upregulated and 538 DEGs were downregulated in the TR group compared to the CON group (Fig. S2). The clustering heat map of DEG expression showed that the CON and TR groups clustered into two classes (Fig. S3). 

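Clustering of the 349 genes past the thresholds of the methods placed the 5 CON libraries in 1 cluster and the 5 TR libraries in the other, with 0 libraries outside their group. These genes were chosen because they differed between the groups, so they part the libraries by construction. When all 14730 tested genes were clustered in the same manner, by complete linkage of Euclidean distances between z-scores, the first division set CON2 and CON3 apart from the other 8 libraries. CON1, CON4 and CON5 then shared a cluster with the 5 TR libraries. The 1000 genes of highest variance, chosen without the group labels, again gave 1 cluster of the 5 CON and 1 of the 5 TR libraries.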

The results of real-time quantitative PCR of selected DEGs also further validated the findings of the transcriptome analysis (Fig. S4). To further analyze the functions of the DEGs between the CON and TR groups, a clusters of orthologous groups (COG) functional classification was performed. Results showed that energy production and conversion, amino acid transport and metabolism, carbohydrate transport and metabolism, and lipid transport and metabolism were enriched by DEGs in addition to the general function prediction only and signal transduction mechanisms (Fig. 4c).

**FIG 4:**
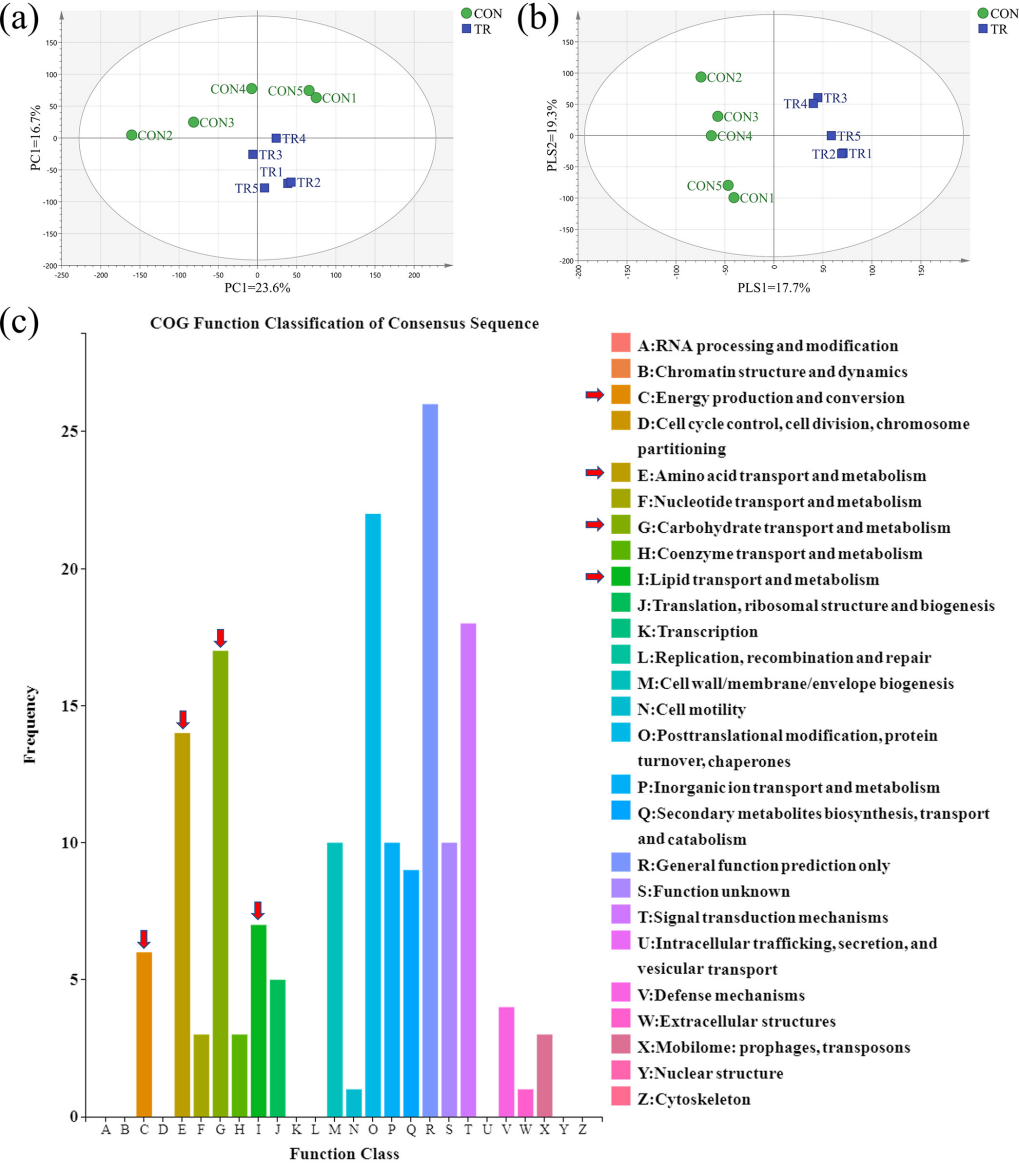
Effect of undernutrition on the transcriptome profiles of cecal epithelium. (a) PCA of total genes in the cecal epithelium. (b) Partial least-squares discriminant analysis (PLS-DA) of total genes in the cecal epithelium [predictive ability parameter (Q^2^ cum) of 0.723, goodness-of-fit parameter (*R*^2^) of *y* = 0.993]. (c) COG function classification of DEGs in the cecal epithelium. The *x* axis indicates the function classification of COG and the *y* axis indicates the number of DEGs.

We further identified the DEGs associated with amino acid transport and metabolism. The results showed that DEGs related to amino acid synthesis, including *PYCR1*, *GPT2*, *PFKFB4*, *PSPH*, *PSAT1*, and *ASNS*, were all upregulated, while DEGs related to amino acid degradation (*HDC*) and modification (*MERTK*) and to peptidases (*DPEP3*, *DPEP2*, and *XPNPEP2*) were all downregulated in the TR group compared to the CON group. DEGs related to amino transport, including *SLC1A5*, *SLC7A5*, and *SLC22A5*, were all upregulated in the TR group, except for *SLC15A3* (Fig. 5a). Human and pig are deficient in many amino acids such as valine, methionine, phenylalanine, and threonine during malnutrition (14, 15); thus, the above amino acid-related genes might be altered to increase the amino acid supply. Lipids and carbohydrates play important roles in providing energy for the organism (16, 17). In terms of lipid transport and metabolism, DEGs related to fatty acid synthesis (*FADS3*), fatty acid oxidation (*ACSL6*), triglyceride and cholesterol ester hydrolysis (*LIPA*), and phospholipid metabolism (*PLD3*, *PLD4*, and *LPCAT1*) were all downregulated in the TR group except for *HSDL2* (Fig. 5b). For carbohydrate transport, *MFSD2A*, *SVOPL*, and *SLC22A5* were upregulated while *SLC37A2*, *SLC13A1*, and *ADD2* were downregulated in the TR group. DEGs related to carbohydrate degradation, including *UGT2C1*, *UGT1A9*, *PYGM*, and *RGN*, were all downregulated in the TR group, except for *UGT1A1* (Fig. 5c). The inhibited lipid and carbohydrate degradation was probably caused by the accumulated VFAs in the cecum, since VFAs can provide available energy for the body (18). For energy production and conversion, a DEG related to energy expenditure (*PCK2*) was upregulated, while DEGs involved in energy production (*ALDH1A2* and *ALDH1A3*) were downregulated, except for *GSR* and *ALDH1L2* (Fig. 5d). Overall, amino acid synthesis and transport were enhanced while amino acid degradation and modification, peptidases, lipid metabolism, and carbohydrate degradation were inhibited in cecal epithelium of undernourished ewes; these findings might correlate with the accumulated VFAs and the changed energy production and conversion system.

**FIG 5:**
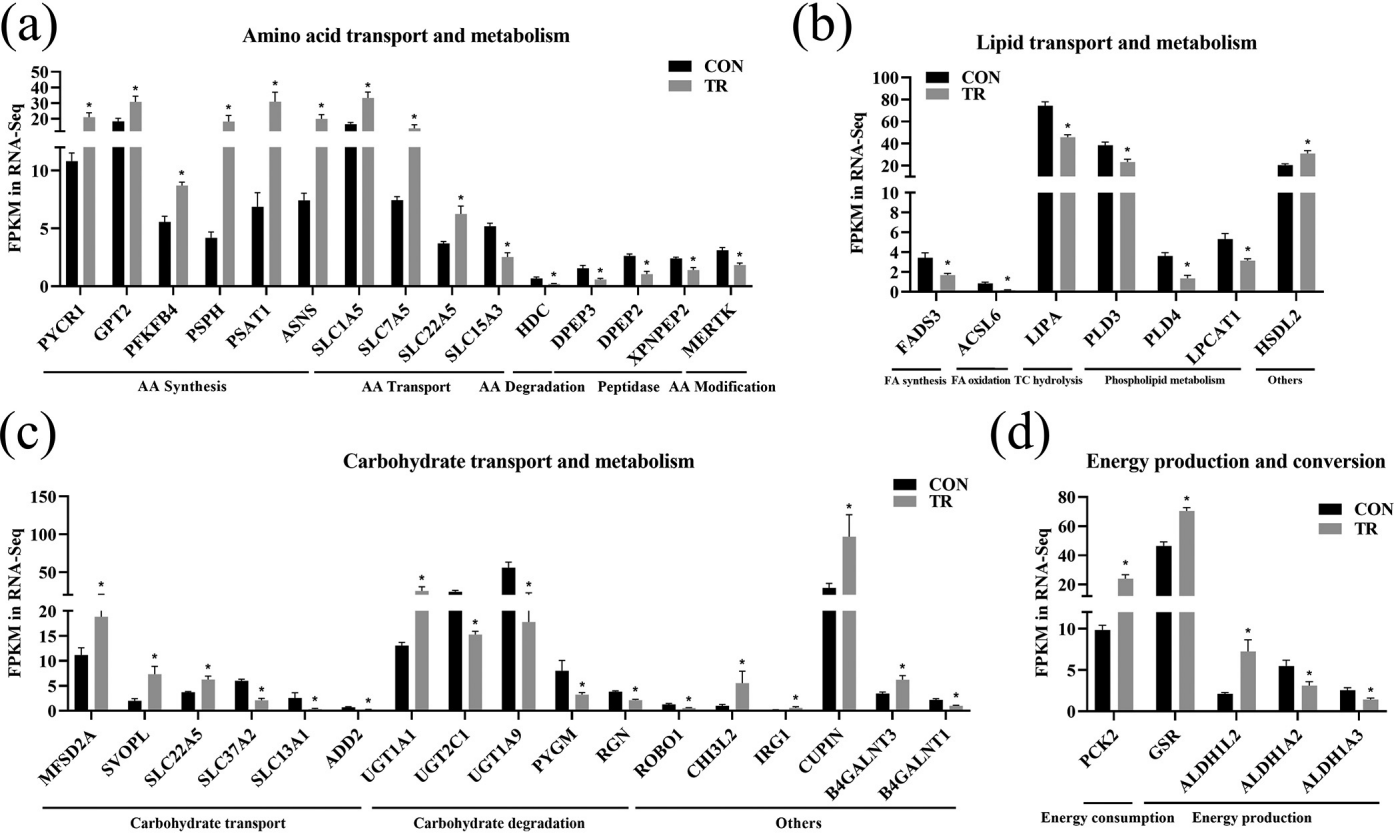
Effect of undernutrition on substance transport and metabolism in cecal epithelium. (a) Expression of genes related to amino acid transport and metabolism. (b) Expression of genes related to lipid transport and metabolism. (c) Expression of genes related to carbohydrate transport and metabolism. (d) Expression of genes related to energy production and conversion. Asterisks indicate significant differences (*P* < 0.05). AA, amino acid; FA, fatty acid; TC, total cholesterol. PYCR1, pyrroline-5-carboxylate reductase 1; GPT2, glutamic-pyruvic transaminase 2; PFKFB4, fructose-2,6-biphosphatase 4; PSPH, phosphoserine phosphatase; PSAT1, phosphoserine aminotransferase 1; ASNS, asparagine synthetase; SLC1A5, solute carrier family 1 member 5; HDC, histidine decarboxylase; DPEP3, dipeptidase 3; XPNPEP2, X-prolyl aminopeptidase 2; MERTK, MER proto-oncogene, tyrosine kinase; FADS3, fatty acid desaturase 3; ACSL6, acyl-coenzyme A synthetase long chain family member 6; LIPA, lipase A; PLD3, phospholipase D family member 3; LPCAT1, lysophosphatidylcholine acyltransferase 1; HSDL2, hydroxysteroid dehydrogenase like 2; MFSD2A, MFSD2 lysolipid transporter A lysophospholipid; SVOPL, SVOP like; ADD2, adducin 2; UGT1A1, UDP glucuronosyltransferase family 1 member A1; PYGM, glycogen phosphorylase, muscle associated; RGN, regucalcin; ROBO1, roundabout guidance receptor 1; CHI3L2, chitinase 3 like 2; IRG1, immune-responsive gene 1 protein homolog; CUPIN, cupin superfamily member 1; B4GALNT3, beta-1,4-*N*-acetyl-galactosaminyltransferase 3; PCK2, phosphoenolpyruvate carboxykinase 2; GSR, glutathione-disulfide reductase; ALDH1L2, aldehyde dehydrogenase 1 family member L2.

### Undernutrition inhibited the PI3K signaling pathway in cecal epithelium.

To further analyze the DEGs, we performed KEGG pathway enrichment analysis. As shown in Fig. 6a, the phosphoinositide 3 kinase-protein kinase B (PI3K-Akt) signaling pathway (*q *< 0.0001), phagosome (*q *< 0.0001), cytokine-cytokine receptor interaction (*q *< 0.0001), extracellular matrix (ECM)-receptor interaction (*q *< 0.0001), focal adhesion (*q *= 0.0002), intestinal immune network for immunoglobulin A (IgA) production (*q *< 0.0001), and complement and coagulation cascades (*q *< 0.0001) were enriched significantly by DEGs. ECM-receptor interactions, PI3K-Akt signaling pathway, and focal adhesion were tightly interconnected with each other and shared some DEGs; therefore, the DEGs enriched in these three pathways were combined and analyzed together (Fig. S5). As shown in Fig. 6b, ECM, growth factor, antigen, and chemokine interact with cell membrane receptors and then act on PI3K IA and PI3K IB to regulate cell motility and the cell cycle. Most DEGs involved in upstream signaling molecules for ECM (*COL1A1*, *COL1A2*, *COL4A3*, *COL4A4*, *COL4A5*, *COL4A6*, *COL6A1*, *COL6A2*, *COL6A5*, *TNC*, *TNXB*, and *SPP1*) and growth factor (*PDGFC* and *FLT3LG*), cell membrane receptors (*ITGA9*, *ITGA11*, *ITGB5*, *KIT*, *ERBB4*, *PDGFRL*, *CSF1R*, *FLT3*, *IGHV4-38-2*, *IGHV4-38-2L*, *IGH*, *IGHA1*, *PIK3AP1*, and *GNB4*), and downstream biological process cell motility (*PARVG* and *VAV1*) of the PI3K (*PIK3CG*) signaling pathway were downregulated in the TR group, except growth factor *ANGPT2*, cell membrane receptors *ITGA2*, *MET*, and *EPHA2*, and cell cycle inhibitors *CREB3L1* and *CREB3L3*. In summary, undernutrition repressed upstream ECM and growth factor genesis and their interactions with cell membrane receptors, thereby inhibiting the PI3K signaling pathway, and affected downstream cell motility, apoptosis, and metabolism in cecal epithelium.

**FIG 6:**
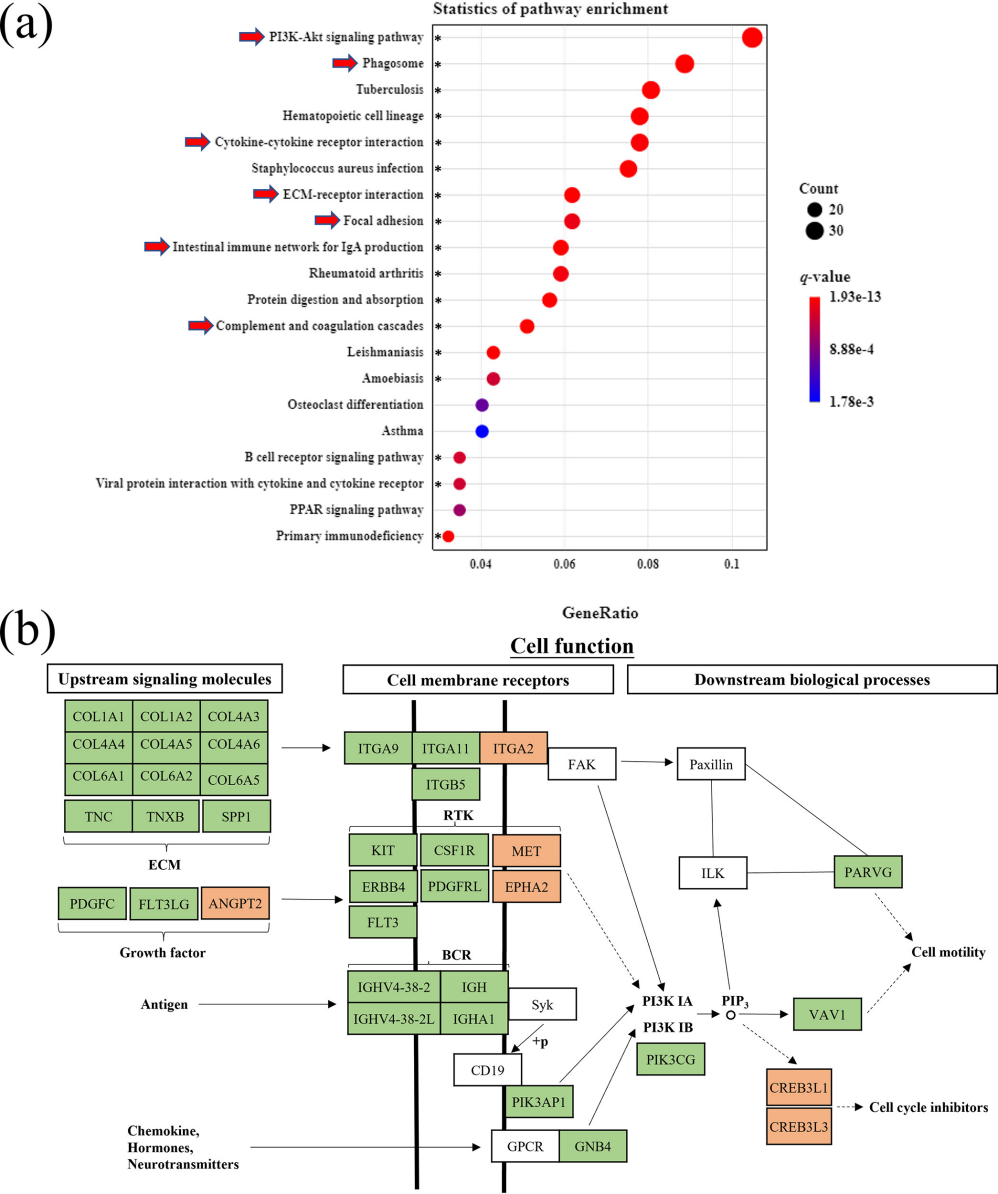
Undernutrition inhibited the proliferation and renewal of cecal epithelial cells through ECM-receptor interactions and the PI3K signaling pathway. (a) KEGG pathway enrichment analysis of DEGs. Asterisks indicate the significantly enriched pathways (*q *< 0.0005). (b) Schematic diagram of the signaling involved in the PI3K-Akt signaling pathway, ECM-receptor interaction, and focal adhesion. Red background indicates upregulated DEGs, while green background indicates downregulated DEGs. COL1A1, collagen type I alpha 1 chain; TNC, tenascin C; SPP1, secreted phosphoprotein 1; PDGFC, platelet-derived growth factor C; FLT3LG, FMS-related receptor tyrosine kinase 3 ligand; ANGPT2, angiopoietin 2; ITGA9, integrin subunit alpha 9; FAK, focal adhesion kinase; RTK, receptor tyrosine kinases; KIT, KIT proto-oncogene, receptor tyrosine kinase; CSF1R, colony-stimulating factor 1 receptor; MET, MET proto-oncogene, receptor tyrosine kinase; ERBB4, erb-b2 receptor tyrosine kinase 4; EPHA2, EPH receptor A2; BCR, B-cell receptor; IGH, immunoglobulin heavy locus; Syk, spleen tyrosine kinase; CD19, CD19 molecule; PIK3AP1, PI3K adaptor protein 1; GNB4, G protein subunit beta 4; PIK3CG, phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma; PIP3, phosphatidylinositol-3,4,5-trisphosphate; ILK, integrin-linked kinase; PARVG, parvin gamma; VAV1, VAV guanine nucleotide exchange factor 1; CREB3L1, cyclic AMP-responsive element binding protein 3 like 1.

### Undernutrition reduced immune function in cecal epithelium.

Phagosomes, the intestinal immune network for IgA production, and cytokine-cytokine receptor interactions are all involved in the immune response and share many DEGs, so we combined these DEGs for analysis (Fig. 7). In these three pathways, 55 DEGs were downregulated while only 10 DEGs were upregulated in the TR group (Fig. S6). Early phagosomes become mature phagosomes through membrane fusions and then bind to lysosomes to become phagolysosomes (19), in which NADPH oxidases play important roles (20). Phagolysosomes promote antigen degradation to form major histocompatibility complex II (MHC-II) (21), which then enters the intestinal immune network to participate in antigen presentation and processing. Dendritic cells interact with B cells and T cells to promote B1 and B2 cell differentiation into IgA plasma blast cells and then into IgA plasma cells, which produce IgA and then form secretory IgA (22). Our results showed that DEGs associated with phagolysosome formation (*CYBB* of NADPH oxidase, *NCF4* of p40phox, and *CTSS*), MHC-II antigen presentation and processing (*HLA-DRB1*, *HLA-DRA*, *HLA-DQA1*, *HLA-DQB1*, *HLA-DMB*, *HLA-DMA*, and *HLA-DOA*), B1 and B2 cells differentiation (*TNFSF13B* of BAFF, *TNFRSF13B* of TACI, *TNFRSF17* of BCMA, *TNFRSF13C* of BAFFR, *GPA33* of TCR, *CD86* of B7, *CD40*, *CD40LG* of CD40L, and *IGHV4-38-2*, *IGHV4-38-2L*, *IGH*, and *IGHA1* of BCR), and IgA production and secretion (*CCR10*, *CXCL12*, and *FCMR*) were all downregulated in the TR group. These findings implied that undernutrition during late gestation inhibited phagolysosome maturation, antigen presentation and processing, B cell differentiation, and antibody IgA production and secretion in cecal epithelium, which ultimately suppressed the intestinal immune network.

**FIG 7:**
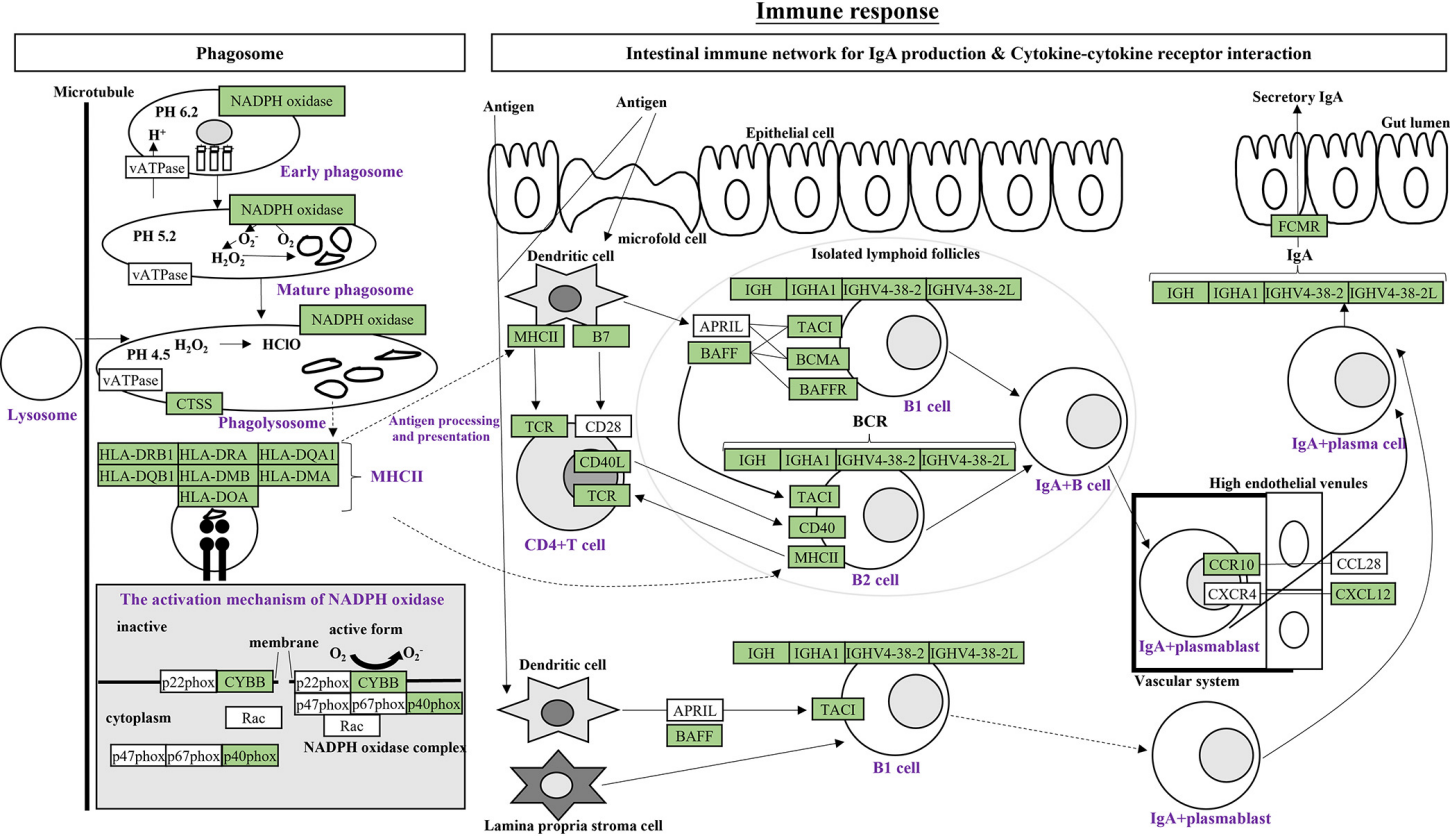
Undernutrition suppressed the intestinal immune function of cecal epithelium. Schematic diagram of the signaling involved in the phagosome, intestinal immune network for IgA production, and cytokine-cytokine receptor interaction. Green background indicates downregulated DEGs. NADPH, NADP oxidase; CTSS, cathepsin S; HLA, major histocompatibility complex, class II; CYBB, cytochrome B-245 beta chain; NCF4, neutrophil cytosolic factor 4; APRIL, a proliferation-inducing ligand; BAFF, B cell activating factor belonging to the tumor necrosis factor (TNF) family; TACI, transmembrane activator and calcium modulator and cyclophilin ligand interactor; GPA33, glycoprotein A33; TNFRSF13B, TNF receptor superfamily member 13B; CCR10, C-C motif chemokine receptor 10; CXCL12, C-X-C motif chemokine ligand 12; FCMR, Fc Mu receptor.

The expression of DEGs enriched in complement and coagulation cascades were shown in a heat map (Fig. S7). As shown in Fig. 8, the alternative pathway is activated by microbes to form C3bBb complex (23) and the classical pathway is activated to form C4b2a complex when antigen-antibody complex binds to C1qrs (24). Our results demonstrated, for DEGs related to the alternative and classic pathways, *C1QA*, *C1QB* and *C1QC* of C1qrs, *CD55* of DAF, and *APOR* of C4BP were downregulated, while *CFH* and *CFHL* of FH, *CFB* of FB, and *C4BPA* of C4BP were upregulated in the TR group. Ultimately, both the alternative and classical pathways produced C3 convertases that can affect immune-related genes through a series of reactions. Among these DEGs, *CR2* is associated with the B-cell receptor signaling pathway and enhances humoral immune responses (25), CR3 and CR4 are associated with phagocytosis and play important roles in innate and adaptive immunity (26), while *C3AR1* and *C5AR1* work in degranulation and chemotaxis (27). *CR2*, *C3AR1*, *C5AR1*, and *ITGB2* of CR3 and CR4 were downregulated in the TR group.

**FIG 8:**
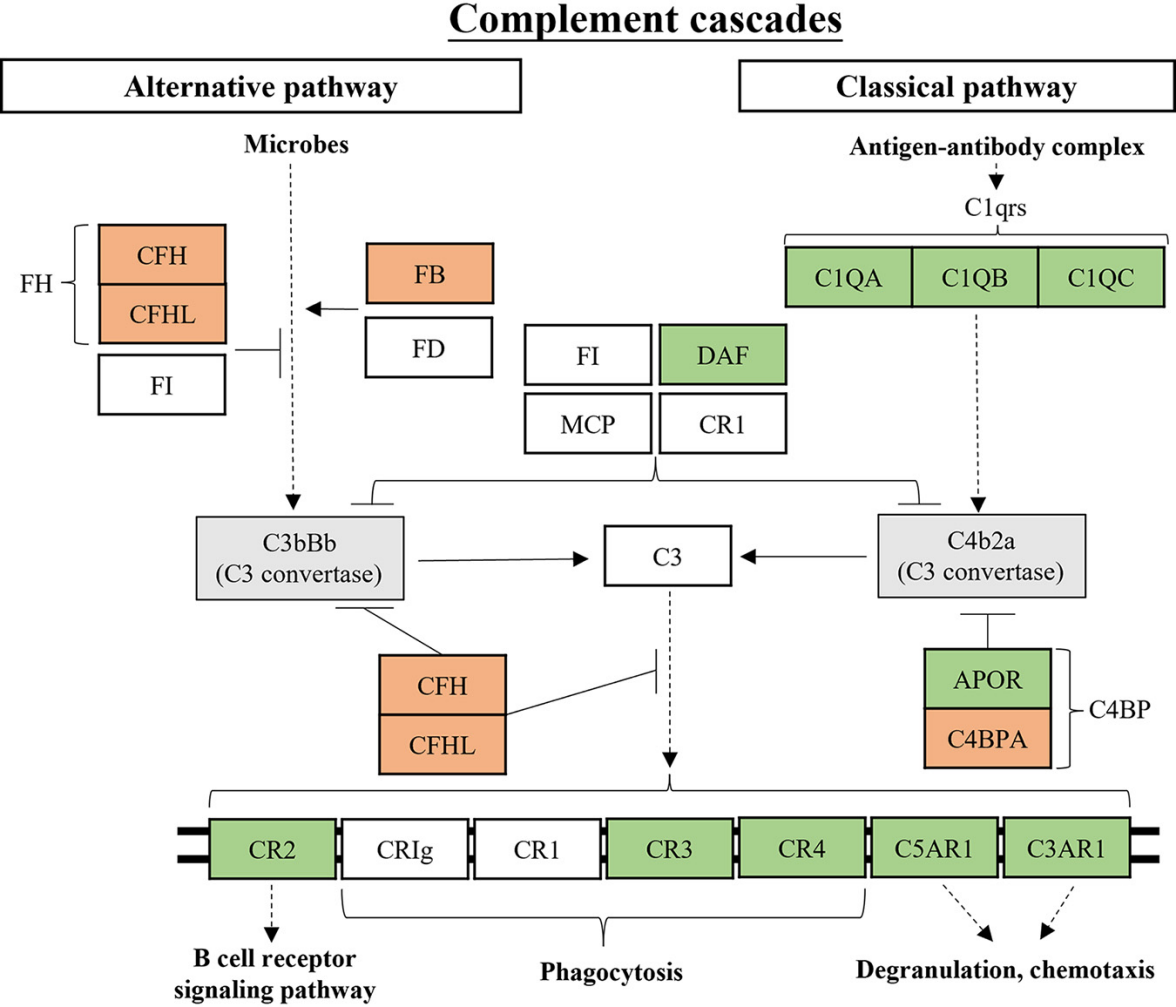
Undernutrition inhibited the inflammatory response of the cecal epithelium as shown in this schematic diagram of signaling involved in the complement cascade pathway. Red background indicates upregulated DEGs, while green background indicates downregulated DEGs. CFH, complement factor H; C1QA, complement C1q A chain; DAF, decay acceleration factor; MCP, membrane cofactor protein; CR1, complement C3b/C4b receptor 1; APOR, apolipoprotein R; C4BPA, complement component 4 binding protein alpha; C5AR1, complement C5a receptor 1.

## DISCUSSION

In this study, we investigated the effects of undernutrition during late gestation on microbiota in cecal digesta and substance metabolism, signal transduction, and immune functions in the cecal epithelium and their interaction. Our results showed that the concentrations of acetate, propionate, isobutyrate, butyrate, isovalerate, valerate, total VFAs, and microbial proteins in the cecal digesta were all increased upon undernutrition, which were similar to the results of increased concentrations of propionate, isobutyrate, butyrate, isovalerate, and valerate in the colonic digesta of pregnant ewes in the presence of malnutrition (6). As we know, the low flow rate of intestinal digesta increases digestion time and changes microbial communities (28). The increased VFAs and microbial protein content in the hindgut upon undernutrition are probably caused by the decreased flow rate of sizeable intestinal digest due to the low feed intake (6). Further, we found the molar proportions of acetate, butyrate, and valerate in the cecal digesta were significantly changed upon undernutrition. The molar proportion of acetate decreased in spite of the increased concentration of acetate, which was caused by the relatively lower increasing rate of acetate concentration compared to total VFA concentration. Essentially, the changed molar proportions of VFAs resulted from the altered microbial community structures (29). In previous studies, *Clostridia* vadinBB60 group_norank is negatively correlated with butyrate proportion (6); *Oscillospiraceae*_uncultured can produce butyrate from their fermentable carbon source (10, 30); *Peptococcaceae* is positively correlated with butyrate concentration (31); *Peptococcaceae*_uncultured is positively correlated with valerate proportion (32); *Ruminococcus* is essential for carbohydrate-active enzymes that can produce acetate from maltose oligosaccharides and transient glucose produced during starch degradation (33); and *Rikenellaceae* dgA-11 gut group is positively correlated with acetate concentration (34) and *Rikenellaceae* RC9 gut group is positively correlated with acetate proportion (35). In the current study, the correlations between altered microbial genera and VFA proportions were highly consistent with those described in the references mentioned above. Thus, it is probable that the increased butyrate proportion was caused by the increased relative abundances of *Oscillospiraceae*_uncultured and *Peptococcaceae*_uncultured and the decreased relative abundance of *Clostridia* vadinBB60 group_norank; the increased valerate proportion was caused by the increased relative abundance of *Peptococcaceae*_uncultured; and the decreased acetate proportion was caused by the decreased relative abundances of *Ruminococcus*, *Rikenellaceae* dgA-11 gut group and *Rikenellaceae* RC9 gut group. Taken together, these findings indicated that undernutrition during late gestation affected microbial community in the cecal digesta and then changed the molar proportions of VFAs. However, the slow flow rate of hindgut digesta due to low feed intake increased the accumulation of VFAs and microbial protein concentrations.

Nutritional intake affects the composition of the gut microbial community and the physiological metabolism of the host (36). Both lipid and carbohydrate metabolism (37, 38) and VFAs (10) can provide energy, while amino acid synthesis requires energy (39). Lipid and carbohydrate metabolism are enhanced in ruminal epithelium to alleviate the energy deficiency when VFA concentrations are reduced upon undernutrition (7). In the current study, the high concentrations of VFAs produced by microbiota in cecal digest probably promoted amino acid synthesis but repressed amino acid, carbohydrate, and lipid degradation in the epithelium.

The altered substance metabolism induced by malnutrition affects epithelial cell proliferation and apoptosis, thus affecting epithelial tissue morphology, but the specific signaling regulatory mechanisms are not clear. ECM plays an important role in the regulation of cellular phenotype and behavior through ECM-cell interactions based on ECM receptors on the cell membrane (40). ECM-cell interactions mediate cell adhesion and cell signaling and then regulate cell proliferation, differentiation, migration, and apoptosis (40). In the current study, most of the DEGs related to ECM and ECM-receptor interactions were downregulated in the cecal epithelium upon undernutrition, which might result from the inhibition of biological processes in the microbiota (Fig. 3d). ECM can induce FAK activation and promote PI3K phosphorylation (40). The PI3K signaling pathway plays an important role in cell proliferation, differentiation, and apoptosis (41). In the present study, it was found that PI3K and its downstream DEGs involved in cell motility were downregulated while DEGs related to cell cycle inhibition were upregulated (Fig. 6b). It has been reported that DNA replication and cell cycle were extremely inhibited due to the inhibition of ECM-receptor interactions caused by inactivation of the JAK3-STAT2 signaling pathway in rumen epithelium of undernourished ewes (7). In the present study, the repressed ECM-receptor interaction, PI3K signaling pathway, and cell motility and cell cycle in cecal epithelium of undernourished ewes were highly similar to this. Taken together, undernutrition during late gestation repressed ECM genesis and ECM-receptor interaction, which further inhibited the PI3K signaling pathway and its downstream cell motility and cell cycle. This probably affected cell proliferation and apoptosis for epithelium update and further changed epithelial morphology and cecal weight.

It is well known that malnutrition is the most prevalent cause of immunodeficiency worldwide, and abnormalities in the immune system affect both innate and adaptive immunity (42). Four immune-related pathways were identified in the KEGG enrichment analysis of DEGs in the present study. Phagosomes are critical for killing and subsequent degradation of phagocytosed microorganisms by fusing with lysosomes to form phagocytic lysosomes, and they play an important role in the long-term antigen presentation of MHC-II (19). Malnourished patients do not release acid phosphatase from lysosomes during phagocytosis, which can inhibit phagocytic lysosome formation (43). In our results, NADPH oxidase was inhibited, which would affect phagocytosis in lysosomes as well as MHC-II formation and antigen delivery. B cells differentiate into plasma cells and produce secretory IgA, which is the main specific immune antiviral and antimicrobial defense method on the mucosal surface of the gastrointestinal tract (44). A decrease in T cells and IgA-containing B cells in the intestinal mucosa of severely malnourished children has been reported, as well as a decrease in secretory IgA production by the plasma cells they form (44). Our results suggested that the process of secretory IgA production by plasma cells generated from T cells and IgA-containing B cells is inhibited in the cecal epithelium of malnourished ewes. The complement cascade is a key actor of the innate immune system that contributes to the rapid clearance of pathogens and dead or dying cells and has the potential to influence the inflammatory immune response (45). Protein-energy malnutrition can alter the total complement system in a mouse model (46). In this study, both the alternative and classic pathways in the complement system were repressed in cecal epithelium upon malnutrition. Collectively, undernutrition during late gestation inhibited phagolysosome formation, antigen delivery and processing, T cell and B cell differentiation, secretory IgA production, and the complement system in cecal epithelium of ewes.

Undernutrition during late gestation affected the relative abundances of microorganisms involved in VFA production and change the molar proportions of VFAs (Fig. 9). However, the low flow rate of intestinal digesta caused by low feed intake resulted in the accumulation of VFAs and microbial proteins in cecal digesta, which altered the energy regimen and therefore affected the substance metabolism in cecal epithelium. ECM and ECM-receptor interactions were inhibited, which repressed cell motility and cell cycle via the PI3K signaling pathway and affected cecal epithelial morphology and cecal weight. These changes finally lowered the immune response function in cecal epithelium.

**FIG 9:**
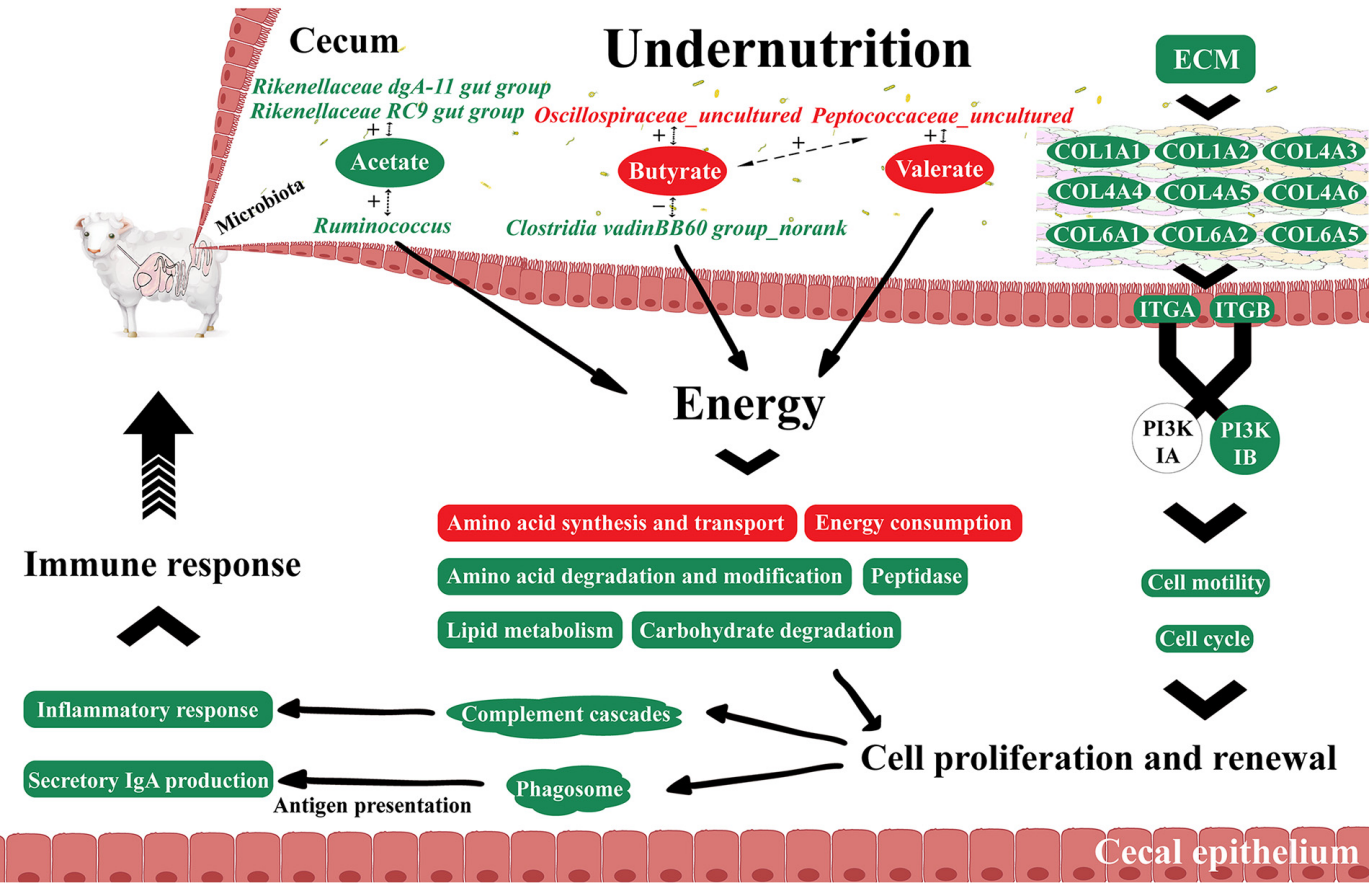
Comprehensive response of cecal microbiota and epithelium to undernutrition and the interactions between them. +, positive correlation; −, negative correlation. Red or green background and font represent upregulated or downregulated microbiota, genes, metabolites, and biological processes in undernourished ewes, respectively.

## MATERIALS AND METHODS

### Animal experimental design and sample collection.

This study is from a large project which used 16 pregnant ewes to explore the effects of malnutrition during late gestation on maternal and fetal metabolism. The specific design and operation of this animal experiment has been described in detail (13). In simple terms, 16 ewes (pregnancy for 108 days with 2 to 4 fetuses, weights of 60.6 ± 4.9 kg) were allowed to feed freely for 7 days to calculate the feed intake. They were then equally divided into the CON and TR groups on 115 days of gestation, and ewes in the CON and TR groups were fed 100% and 30% of the *ad libitum* feeding level, respectively, for 15 days to establish an undernourished sheep model. The diet formula and nutrient compositions were detailed in our previous articles (7). The crude protein content and metabolic energy in the total mixed ratio were 14.71% and 11.64 MJ/kg, respectively, which met the protein and energy requirements for ewes carrying multiple fetuses based on the calculated feed intake. The ewes were slaughtered at 4 h after the morning feeding on 130 days of gestation when undernourished sheep model was successfully established, and cecal epithelium samples and cecal digesta samples were collected immediately and stored in liquid nitrogen.

**Ethics statement.** The experimental design and procedures for this study were approved by the Animal Care and Use Committee of Nanjing Agricultural University [SYXK(Su)2015-0656].

### Determination of cecal fermentation parameters.

pH of cecal digesta was immediately detected after slaughter using a pH meter (47). VFAs in cecal digesta were detected using a gas chromatograph and the method described by Qin (48). In detail, cecal digesta were diluted with distilled water (1:5), and the mixture was centrifuged at 2,000 × *g* for 10 min. The supernatant was mixed with 25% (wt/vol) metaphosphoric acid to measure the VFA concentrations. The gas chromatograph used a capillary suction column (30 m by 0.32 mm by 0.25 μm) with a column temperature of 130°C, a vaporization temperature of 180°C, and a hydrogen ion flame detector with a detection temperature of 180°C (49). Microbial protein content of cecal digesta was measured by the Comas Brilliant Blue method (50). The molar proportions of VFAs were calculated using the ratio of target VFA concentration to total VFA concentration.

### Cecal weight and morphological changes.

Digesta in the cecum were removed immediately after slaughter to measure the emptied cecum tissue weight. A piece of cecal sample was fixed in 4% paraformaldehyde for 24 h and embedded in paraffin to make hematoxylin and eosin-stained sections for morphological observation (51).

### 16S rRNA gene sequencing analysis of microorganisms in cecal digesta.

DNA of microorganisms in the cecal digesta was extracted using the cetyltrimethylammonium bromide method (52). The V3-V4 region of the 16S rRNA gene was subsequently amplified using the 16S rRNA universal gene primers 341F (5′- CCTAYGGGRBGCASCAG -3′) and 806R (5′-GGACTACNNGGGTATCTAAT -3′) (9). The amplicons obtained were purified using the AxyPrep DNA gel extraction kit (Axygen Biosciences, Union City, CA), and the purified PCR products were used to construct sequencing libraries using the Illumina TruSeq DNA sample preparation kit (Illumina, San Diego, CA). Cluster generation, template hybridization, isothermal amplification, linearization, closure, denaturation, and primer hybridization were performed using the Illumina TruSeq PE cluster kit (V2; Illumina, San Diego, CA, USA) and TruSeq SBS kit (V5; Illumina, San Diego, CA, USA). The entire library was sequenced on the Illumina MiSeq platform according to protocol standards (53). QIIME (v.1.9.0) was used to process the raw data, UPARSE (v.7.1) was used to cluster OTUs based on a 97% sequence similarity level, and UCHIME was used to identify chimeric sequences. The taxonomic analysis on the OTU representative sequences was performed using RDP classifier (v. 2.2) and compared to the SILVA database (v. 132). Rarefaction curves were used to assess the sequencing depth, and alpha diversity indexes were used to estimate bacterial diversity. We also performed PCoA based on Bray-Curtis, unweighted UniFrac, and weighted UniFrac metrics to assess the differences of cecal microbiota between the two groups.

### Transcriptome assay of cecal epithelium.

Total RNA was extracted from cecal epithelium using the TRIzol method (54) and checked for RNA concentration, purity, and integrity (55). Ten total RNA samples (5 per group) were then randomly selected to prepare cDNA libraries. The mRNA was purified from total RNA using the magnetic bead method, then fragmented and reverse transcribed into cDNA. Purified cDNA was ligated to sequencing adapters and amplified using the NEBNext Ultra RNA library preparation kit. Fragments with appropriate length were selected to obtain a cDNA library and sequenced on an Illumina Hi-Seq 2500 platform (Biomarker, Beijing, China). Raw data were screened to generate high-quality reads, which were then mapped to the sheep reference genome 4.0 using HiSAT2 (56, 57). The fragments per kilobase of transcript per million fragments mapped (FPKM) values were calculated to show the expression of all genes. DEGs were screened with the criteria of a false-discovery rate (FDR) of  <0.05 and fold change (FC) of >1.5 or <0.667 using DESeq2 software (v1.6.3). The Biomarker platform (www.biocloud.net) was used to plot the volcano map and clustering heat map and to perform COG functional classification and KEGG pathway enrichment analysis.

### Real-time quantitative PCR analysis of genes in cecal epithelium.

A QuantStudio 5 real-time PCR instrument (Applied Biosystems, Foster, CA, USA) was used to quantify the expression of target genes. The PCR mixture was a 20-μL reaction system containing 2.0 μL of cDNA template, 10 μL of SYBR Premix Ex Taq, 0.4 μL of forward primer (10 μM), 0.4 μL of reverse primer (10 μM), 0.4 μL of ROX reference dye, and 6.8 μL of sterilized distilled water. The PCR amplification procedure was as follows: predenaturation at 95°C for 30 s, 40 cycles of 95°C for 5 s and 60°C for 34 s, and a melting curve program (60°C to 99°C with a ramp rate of 0.1°C/s and the measurement of fluorescence). The expressional levels of target genes were calculated according to the threshold cycle (2^−ΔΔ^*^CT^*) method using glyceraldehyde 3-phosphate dehydrogenase as the housekeeping gene. Primers of the genes for the real-time quantitative PCR are shown in Table S1.

### Statistical analysis.

Independent-sample *t* test was performed in IBM SPSS Statistics 25 (SPSS Inc., Chicago, IL, USA) to assess the significance of differences of cecal weight, cecal fermentation parameters, and gene expressional levels between the two groups. Microbial alpha diversity and relative abundances of bacteria at the phylum and genus levels were then tested using nonparametric tests in IBM SPSS Statistics 25. Data as shown as means ± standard errors of the means, and *P* values of <0.05 indicated significant difference. Spearman correlation coefficients (*r*) and significance tests between microbiota and fermentation parameters were calculated in IBM SPSS Statistics 25 using bivariate correlations (*n* = 16), where a *P* value of <0.05 indicated a significant correlation. The *P* value from the KEGG enrichment analysis was calculated using the clusterProfiler in the R package and corrected for multiple hypothesis testing to yield a *q* value (58).

### Data availability.

Raw reads of transcriptome sequencing of cecal epithelium are available at GEO. under accession number GSE221270. Raw reads of 16S rRNA gene sequencing are available at the National Center for Biotechnology Information Sequence Read Archive (SRA), under SRA project number PRJNA914498.

# Supplementary material for: Undernutrition Disrupts Cecal Microbiota and Epithelium Interactions, Epithelial Metabolism, and Immune Responses in a Pregnant Sheep Model
**Source:** Microbiol Spectr. 2023 Mar 28;11(2):e05320-22. doi: 10.1128/spectrum.05320-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.05320-22-s0001.pdf, PDF file, 0.7 MB

Table S1 Gene primers used for real-time quantitative PCR.

Gene symbol	Primer sequence	Accession number	Length (bp)
<i>ASNS</i>	F: CCTTTTTCGCCAGGACATTA	XM_012176371.4	240
	R: TGATAAAAGGCAGCCAATCC		
<i>PSPH</i>	F: AACAGGTGCAGAGGCTCCTA	XM_012103911.4	150
	R: TGAGCTTTGAAGCAACATGC		
<i>SLC7A5</i>	F: CTCTGCGTGCTGCTACTCAC	XM_027977720.2	162
	R: CTTGGGATCCAGATTGGCTA		
<i>PCK2</i>	F: GCTACAACCTTTGGGCGCTAC	XM_015096868.3	168
	R: GTCGGCAGATCCAGTCTAGC		
<i>COL1A1</i>	F: CGTGATCTGCGACGAACTTA	XM_027974705.2	211
	R: TCCAGGAAGTCCAGGTTGTC		
<i>FCMR</i>	F: GACCGAGTCTCCTCAAGCAC	XM_027976242.2	215
	R: GGTTGGAGCCTCTCTGTCTG		
<i>UGT1A9</i>	F: AGGAATATGCAATGGCGTTC	NM_001009189.1	247
	R: CACCCAGAATACAGCCAGGT		
<i>CXCL12</i>	F: CGTCAAGCACCTCAAGATCC	XM_027962332.2	180
	R: GTTCCCAGGGCAGAGGTC		

<i>TNFRSF17</i>	F: TTGGGCCTGAGCTTGATAGT<br>R: CCAGGCCTCTCAAAAGAAGA	XM_015104084.3	190
<i>PIK3CG</i>	F: ACTGTCACCCCATAGCCTTG<br>R: TTTCTTGCTGTCCCCATTTC	XM_004007845.5	240
<i>PYGM</i>	F: CGCATCGGAGAGGAATACAT<br>R: AGTTGAGGAGCTGGCGTTTA	NM_001009192.2	223
<i>ITGB5</i>	F: CCCGGTGACAAGACTACGTT<br>R: GAAGTTGCTGGTGAGCTTCC	XM_027956587.2	168
<i>FADS3</i>	F: ACTTGCCCTACAACCACCAG<br>R: GTGATCCACACGAACCAGTG	XM_027959463.2	247
<i>SLC37A2</i>	F: GGTGATCCAGCCCCTCAATA<br>R: ATGCCACTGATGAACATGCC	XM_012101850.4	153
<i>CTSS</i>	F: AATGGCACAAGTGCACAGAG<br>R: ATTCCCATTGAATGCTCCAG	XM_004002463.5	168
<i>LIPA</i>	F: ACACCTGGTCTCGGAAACAC<br>R: GCCTTGAGAATGACCCACAT	XM_012102434.3	161

Fig. S1

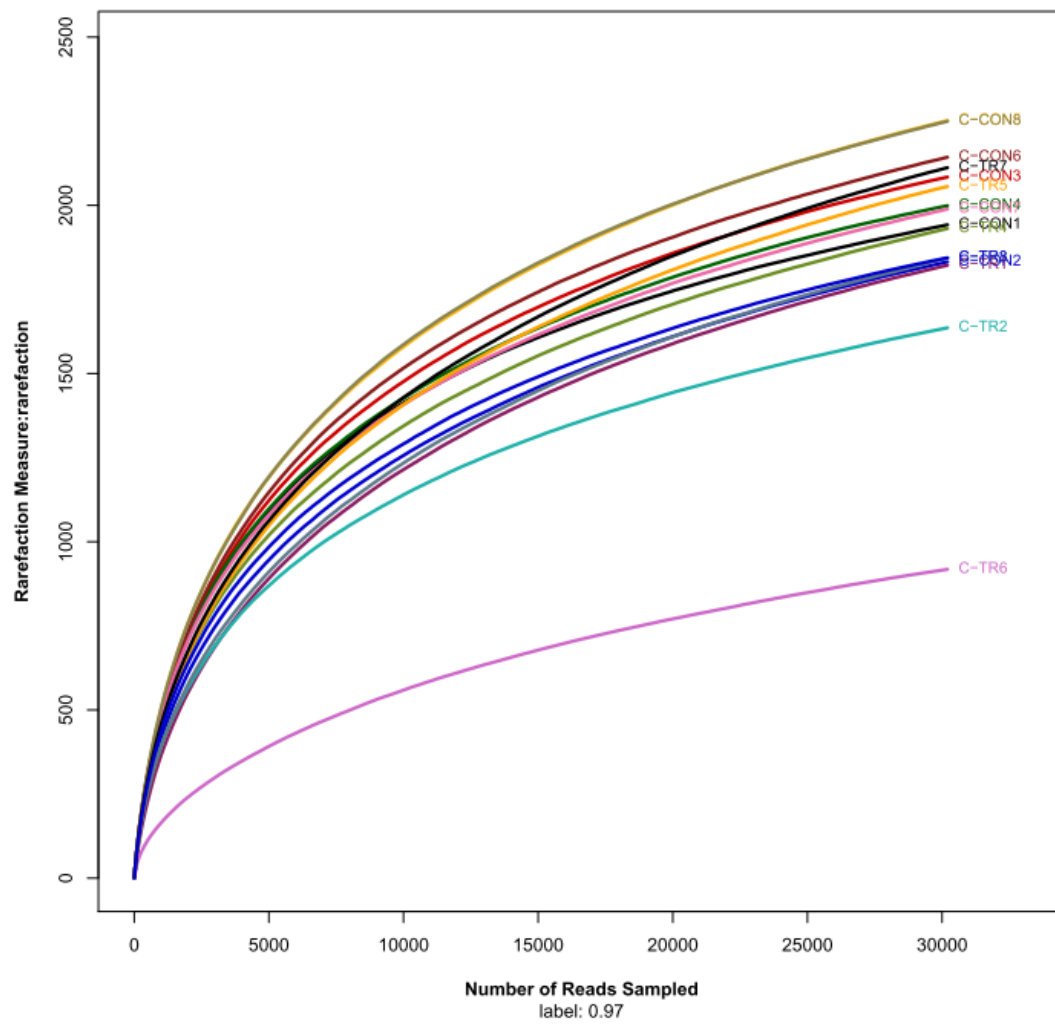

Fig. S1 Rarefaction curves based on OTUs for all the samples.

Fig. S2

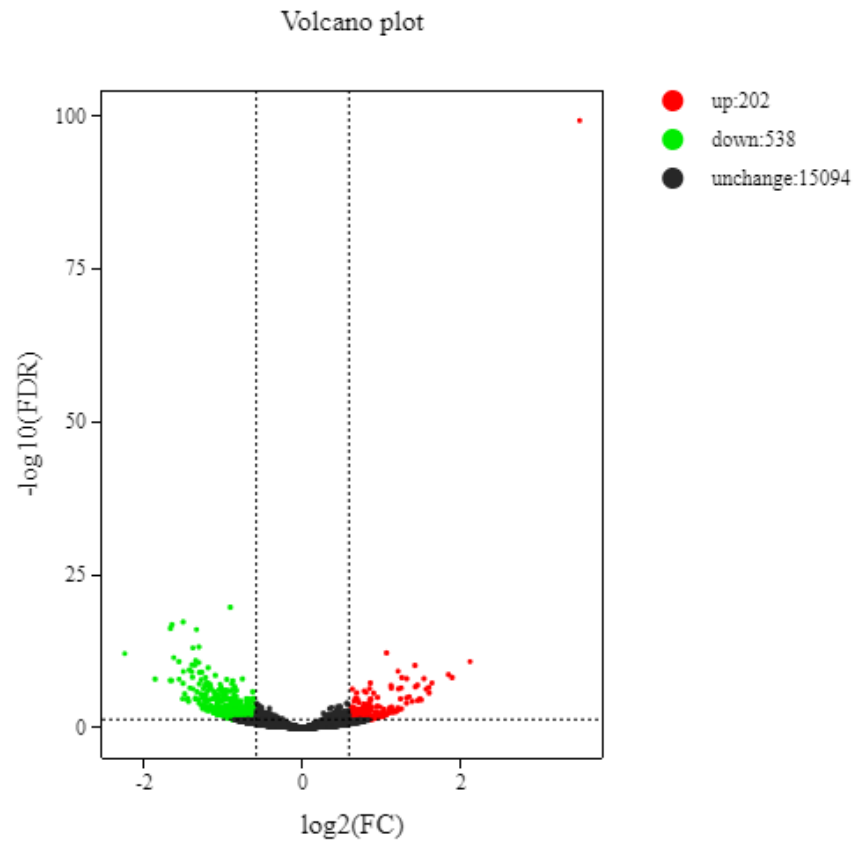

Fig. S2 Volcano plot of total genes from transcriptome sequencing of cecal epithelium. The screening criteria for DEGs were $\text{FDR} < 0.05$ and $\text{FC} > 2$ or < 0.667 .

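A volcano plot gives each gene 1 point, with the log2 fold change on the horizontal axis and the negative log10 of the FDR on the vertical axis, so that genes with large and reproducible changes lie in the upper corners. The methods state a fold change over 1.5 or under 0.667, which asks for about the same size of change in both directions. A limit of 2 in place of 1.5 asks for a larger change of upregulated genes alone. With that limit the deposited FPKM values gave 36 upregulated genes and left the number of downregulated genes at 284 (adjusted p under 0.05 from limma).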

Fig. S3

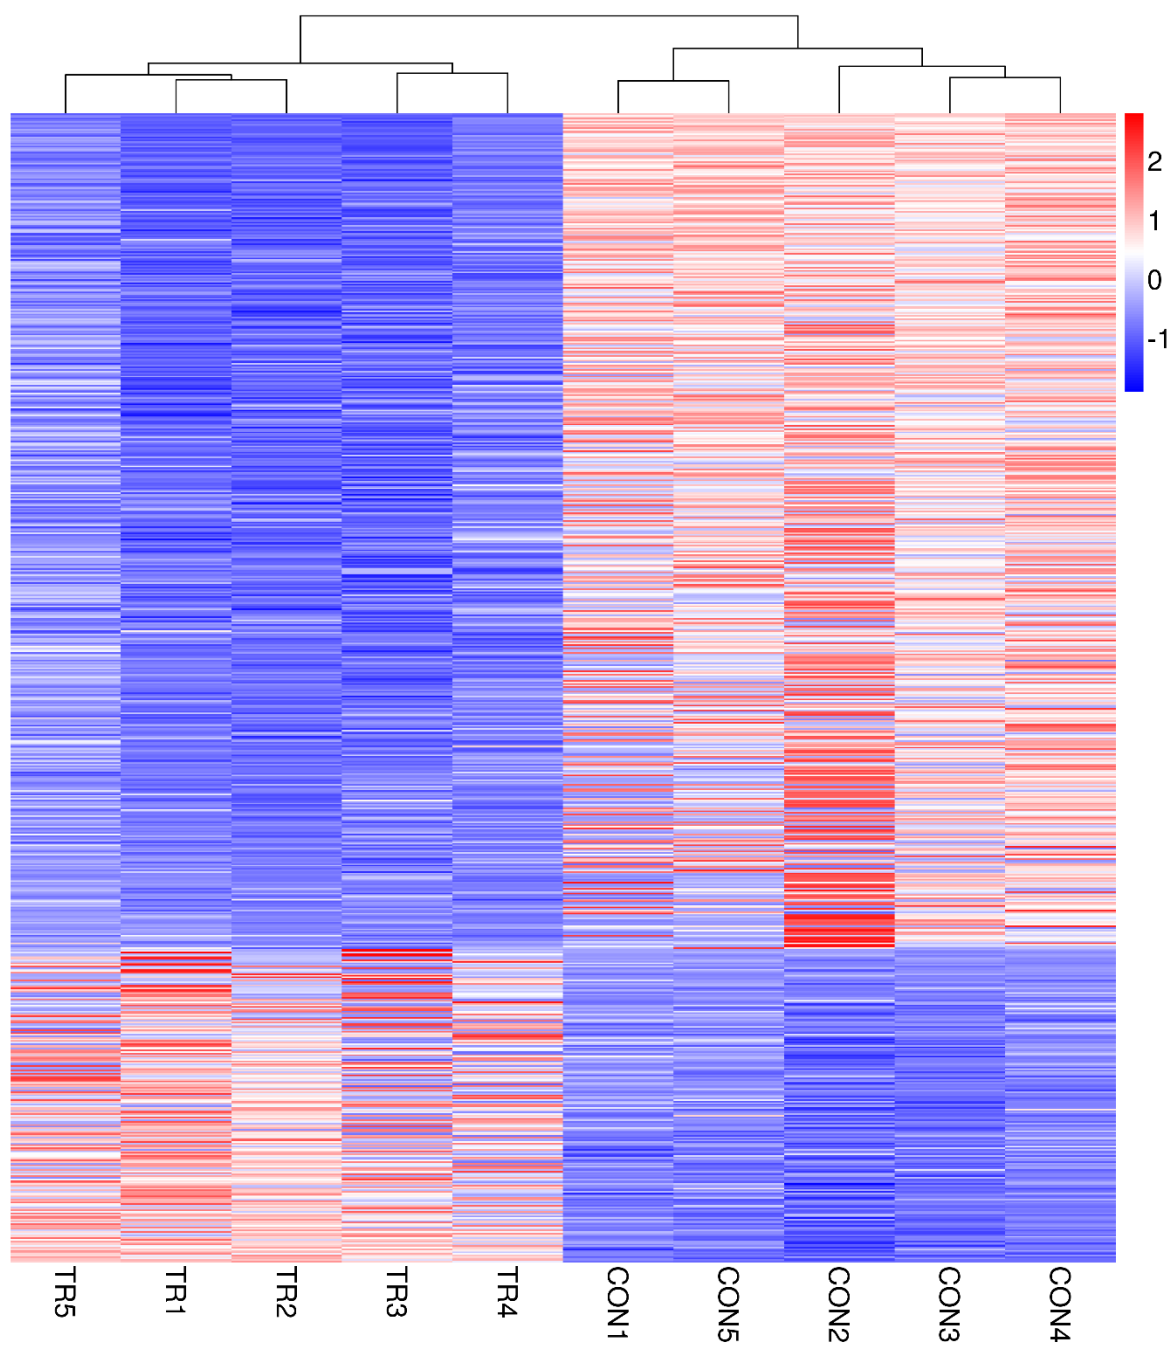

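In such a heat map each column is a library and each row a gene, and the tree above the columns joins the libraries whose values are most alike. The genes shown were selected for differing between the groups, and the tree is drawn from those genes.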

Fig. S3 Heat map drawn using DEGs by column clustering analysis in the cecal epithelium.

Fig. S4

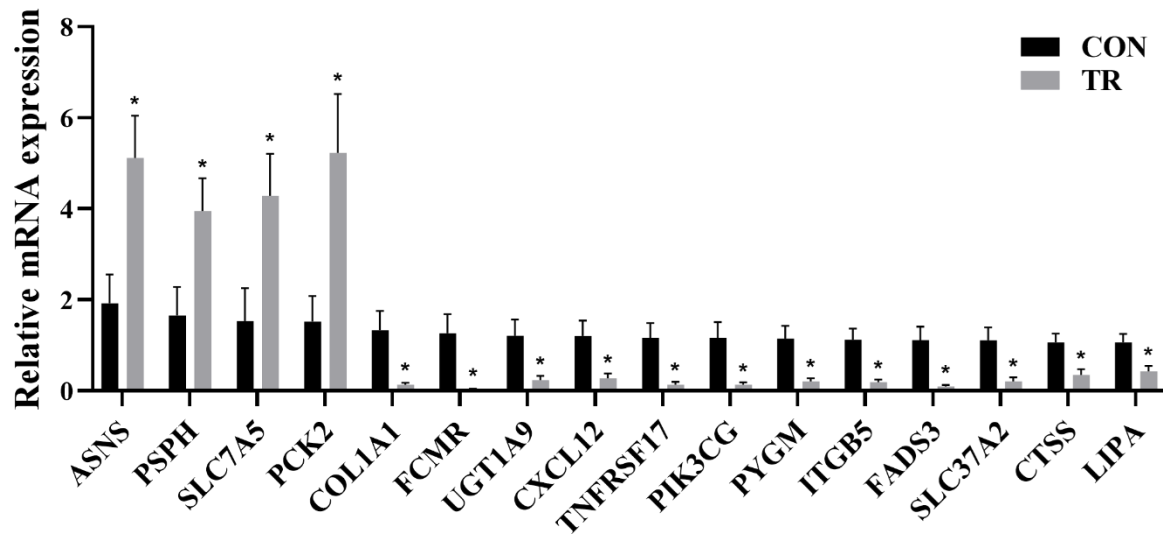

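Real-time quantitative PCR follows the amplification of 1 transcript at a time with the primers listed in Table S1, and so measures that transcript without sequencing or mapping. Each gene is then compared between the CON and TR groups for the direction and size of its change. The genes were selected from the DEGs, so they describe the DEGs tested and not a random sample of genes. The values of this figure were not used here, because the deposited genes carry internal numbers.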

Fig. S4 Validation of RNA-sequencing data using real-time quantitative PCR. Data were represented as mean $\pm$ SEM. Asterisks indicate significant differences ($P < 0.05$).

Fig. S5

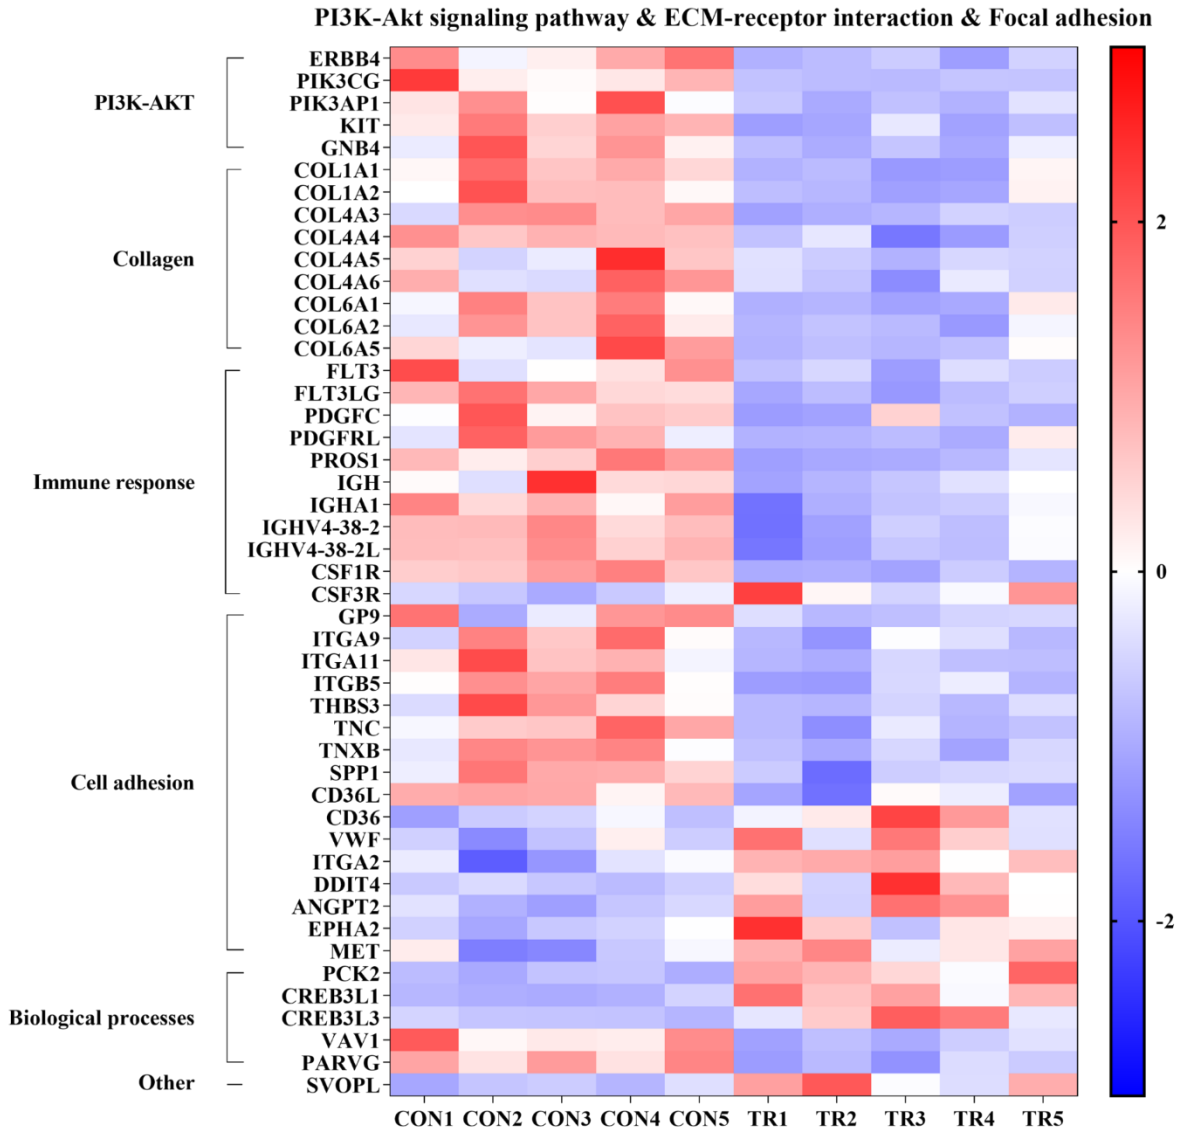

Fig. S5 Heat map of DEGs associated with PI3K-Akt signaling pathway, ECM-receptor interaction, and focal adhesion.

Fig. S6

Cytokine-cytokine receptor interaction & Intestinal immune network for IgA production & Phagosome

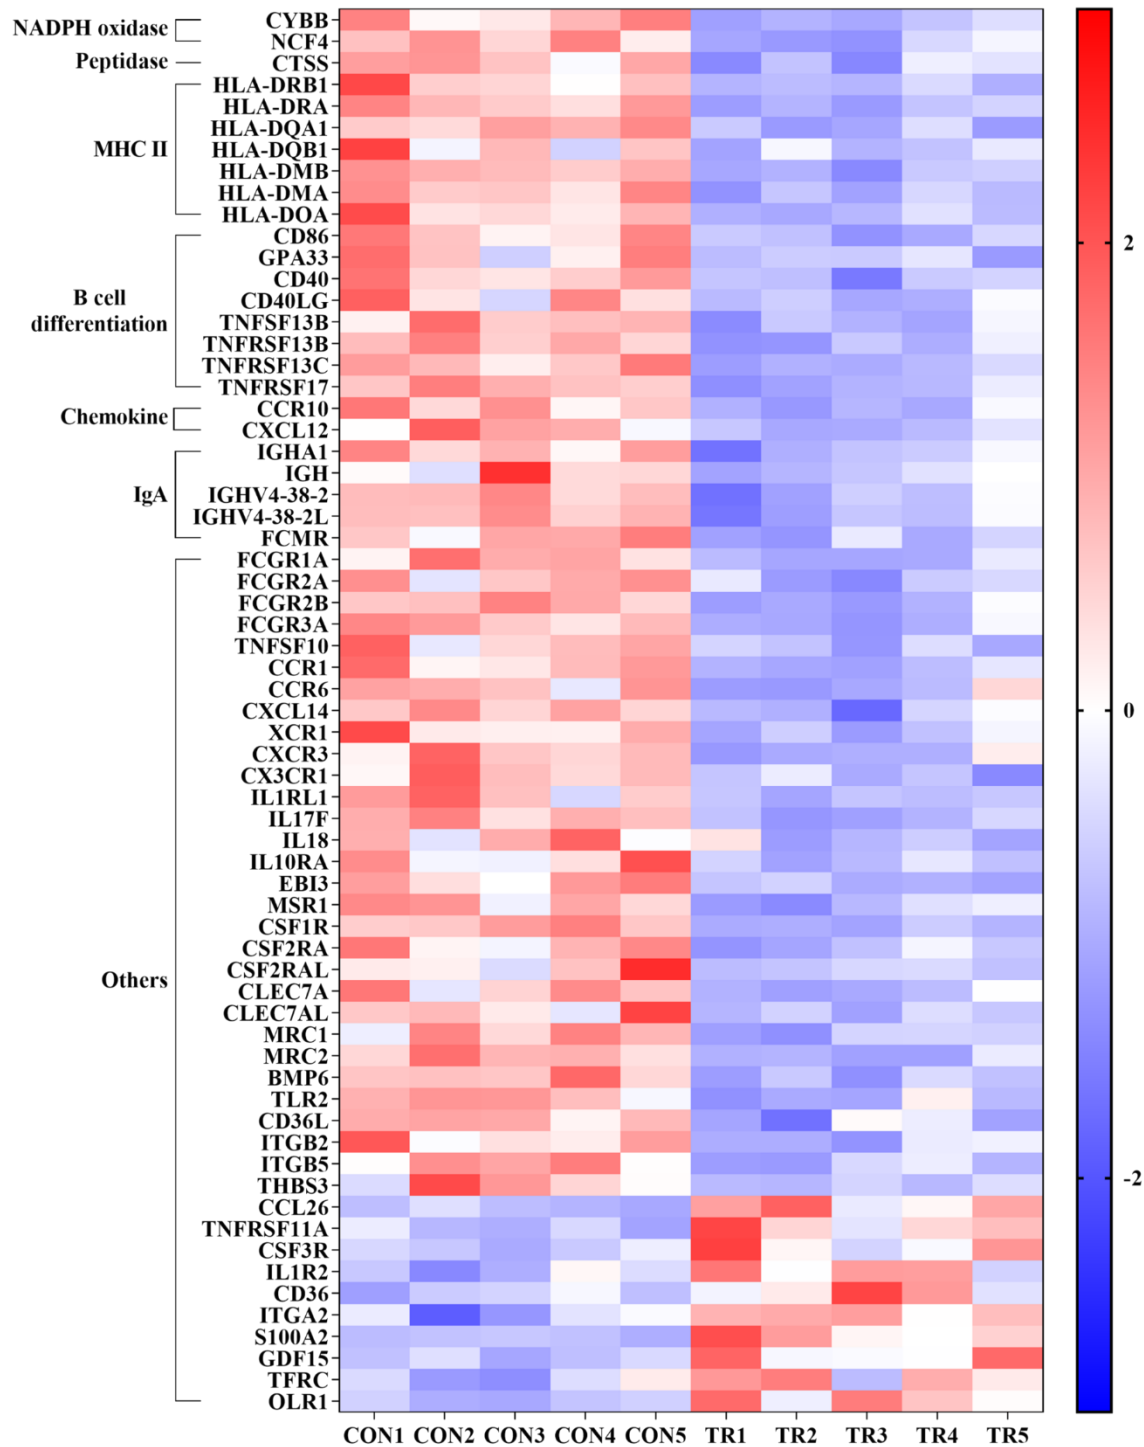

Fig. S6 Heat map of DEGs associated with phagosome, intestinal immune network for IgA production, and cytokine-cytokine receptor interaction.

Fig. S7

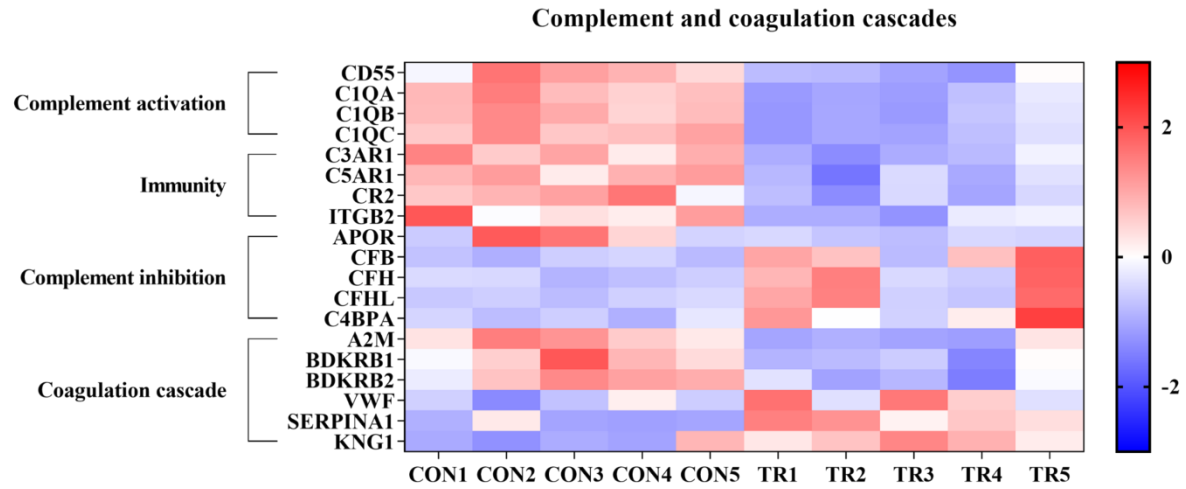

Fig. S7 Heat map of DEGs associated with complement and coagulation cascade.

How the deposited data were processed for this re-analysis (not part of the article)

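RNA sequencing of cecal epithelium was analysed for 10 Hu sheep ewes, 5 in the CON group and 5 in the TR group, with 1 library per ewe as the methods describe. Group and replicate were taken from the sample labels and the feeding levels and days from the methods. The labels give all 10 samples the same treatment protocol, feed restriction. Their titles and treatment entries mark the CON samples as normally fed, as the paper does, and these were used.

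The deposited values are FPKM, which the authors calculated for each gene after screening the reads and mapping them with HISAT2 to the sheep reference genome 4.0. The tool that calculated FPKM and the annotation release are not given in the sources used here. The authors screened for DEGs with DESeq2. To look for whole-read steps, which in FPKM differ by gene, the ratios of the values of a gene between 2 libraries were compared over the 1176 genes below 0.1 FPKM in all libraries. Whole reads would make many genes share 1 ratio (28.3% to 44.2% of genes per pair of libraries in simulated reads), and 1.15% to 3.85% did so in the deposited values, within 0.002 on the natural log scale. Counts and depth were therefore not recovered from the FPKM values, and no counting error is given. Each library listed 17915 genes. In each file 1 row held annotation text in place of a gene and a value and was left out. No further scaling between libraries was applied to the values reported.

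Genes with at least 0.2 FPKM in at least 5 of the 10 libraries were kept, 14730 in all. Values were transformed to log2(FPKM + 0.1) and compared between the groups with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, two-sided, and Benjamini-Hochberg adjustment. Fold changes are on the log2(FPKM + 0.1) scale and understate the change of genes near the pseudocount. Genes past the thresholds of the study also had a fold change over 1.5 or under 0.667. Principal components, Euclidean distances, a pseudo-F with an exact permutation test over all assignments of 5 and 5, PLS-DA with 2 components and complete-linkage clustering of z-scores were computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The Q2 of the PLS-DA is 1 minus the squared error of prediction over the total, with 1 library left out at a time. The paper's text does not give the scaling or the cross-validation behind its own analysis.

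The limma step was tested on 10 simulated sets of 5 and 5 libraries with the means and spreads of the 14730 genes, in which 200 genes were changed. It recovered 27.6% of the genes changed 1.5-fold, 61.9% of those changed 2-fold and 88.5% of those changed 4-fold, and 5.36% of its calls were genes that had not been changed. The separation test gave p under 0.05 in 20 of 20 simulated sets of 2000 genes with 200 changed, and in 1 of 20 sets without a change. With 5 ewes per group, changes near 1.5-fold are thus often missed. Both simulations drew the genes independently, and that of the separation test shifted changed genes by more than their SD. Genes of real libraries vary together, so the false calls and the rates of the separation test may differ there.

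The gene numbers were compared with a table of sheep genes of another assembly, ARS-UI_Ramb_v3.0, and 0 of the 17915 matched. No table used here pairs these numbers with gene names, so the genes and pathways that the paper names were not looked up, and gene lists and cell type markers written by symbol beforehand were not applied. The rule for named genes took those with the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 1 FPKM in the higher group and no overlap between CON and TR. It skipped genes without a name. Since no gene has one, that clause was dropped after the files were seen, and 2 genes per direction are given by number.

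Tests of alternatives covered the pseudocount, the filter, scaling between libraries, weights of libraries, a replicate block, the fold change threshold, the ratio of group means in place of the fitted fold change, the scaling and choice of genes for the multivariate analyses, and leaving out each library. They were set before the data were examined, apart from a robust variance estimate and, for the number of genes at 1 FPKM or more, other FPKM thresholds and median-of-ratios scaling, which were added afterwards.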

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

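Values per library were compared within each group of 5 for 24 combinations of a measure and a group, and 1 library stood apart from its group. This was TR5 for gene29170, at 0.227 FPKM, while the other 4 TR libraries lay between 0 and 0.0126 FPKM. The gap was 0.944 of the range of the group, and 0.71 is the 95% critical value for 5 samples. About 1 in 20 groups passes that value by chance. The value of TR5 was still below the lowest CON value, 0.599 FPKM. Without TR5 the log2 fold change of gene29170 was -3.51 (adjusted p = 0.0015 from limma), against -3.19 with it.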

How the results depend on the processing

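The separation of the groups by pseudo-F and the Q2 of the PLS-DA stayed past their tests under all alternatives run, with pseudo-F from 1.72 with unit variance per gene to 2.44 with the 1000 genes of highest variance and Q2 from 0.56 with unit variance per gene to 0.732 without TR replicate 4. Leaving out 1 library gave a pseudo-F of 1.93 to 2.43 and a Q2 of 0.598 to 0.732. Of the 297 downregulated and 75 upregulated genes, 372 in all, array weights gave 521, 160 and 681, and at the thresholds of the study 471, 114 and 585 in place of 284, 65 and 349. A replicate block gave 100 downregulated and 29 upregulated genes, 129 in all, and the same numbers at the thresholds of the study. The methods describe no pairing of the ewes by number, and no sign of one was seen. The deviations of same-numbered libraries from their group means correlated, across genes, with r of -0.171 to 0.0506, and 0 of the 5 CON libraries correlated best with its own number in the TR group. A pairing need not show in expression, so this does not rule one out. The cause of the change under array weights was not tested. The lowest weight was 0.377, in CON2, and the others ran from 0.707 in TR3 to 1.79 in CON4. Leaving CON2 out gave 236 genes, with 1 library fewer, against 681 with the weights. The block leaves fewer degrees of freedom. A fold change limit of 2 gave 36 upregulated genes by construction. Leaving out 1 library gave 114 to 316 downregulated and 28 to 84 upregulated genes, 146 to 382 in all, and 114 to 311, 28 to 77 and 145 to 374 at the thresholds of the study, with 1 library fewer in the test. The total was 236 without CON2, 152 without CON3, 190 without CON4, 223 without CON5, 146 without TR1 and 160 without TR2, and 0 of the 372 genes changed sign without any of the 10 libraries. These genes were chosen on the same 10 libraries, so their kept signs are no separate support. Median-of-ratios scaling gave 324 genes, 304 of them among the 372, and quantile normalization gave 300, 270 of them among the 372. The share that was downregulated went from 79.8% to 71.0% and 69.3% under these, and to 71.3% without TR3. Of the genes given by number, gene9954 and gene29170 kept an adjusted p under 0.05 in all alternatives that tested them, gene28385 lost it in 1 of 18 (0.055 without CON3) and gene11939 in 8 of 18, the highest being 0.079. It also lost it with a robust variance estimate, added after seeing the data (0.053). The clusters of the 349 genes had 0 libraries outside their group in all alternatives run. This is by construction, since the genes were kept from the fit of all 10 libraries each time. With all genes 3 libraries lay outside, 2 to 4 when 1 library was left out and 0 with the 1000 genes of highest variance, where the cause was not tested. Clustering already uses unit variance per gene. The alternatives for gene lists, the gene groups of the paper and its named genes were not run (no gene names), nor were count-based tools. Depth is unknown.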

Differences from the paper's values

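The paper reports 740 DEGs between the groups, and 349 genes passed the thresholds of the methods here (FDR under 0.05 and a fold change over 1.5 or under 0.667). The paper's number of upregulated DEGs is 202, against 65 here, and its number of downregulated DEGs is 538, against 284 here. The legend of Fig. S2, to which the paper's numbers refer, gives a fold change over 2 in place of 1.5, so which limit they rest on is not settled. With a limit of 2 the numbers here were 320 in all, 36 upregulated and 284 downregulated. The test was limma on FPKM here and DESeq2 in the paper. Of the 20 alternatives set before the data were examined, 1 came within 1.5 times of the paper's total and of its downregulated number, the one with array weights, which gave 585 and 471. The other 19 did not. For the upregulated number 0 of the 20 did, and array weights came nearest with 114. The paper's Q2 of 0.723 and goodness of fit of 0.993 lie close to the 0.718 and 0.992 found here. The goodness of fit was 0.987 to 0.998 in all settings with 2 components, so its closeness says little. The first 2 principal components held about 24% and about 17% of the variance in Fig. 4a, read by eye, and 26.9% and 18.1% here.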

Other observations

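The tests of the share of downregulated genes, of scaling behind the number of genes at 1 FPKM, of consecutive gene numbers and of other splits for the numbers of genes were chosen after the results were seen. The patterns themselves were found in these data.

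Among 100 splits of the 10 libraries into 5 and 5, drawn from 126 with the real one included, 1 split, the real one, gave as many as 372 changed genes, and the highest of the others gave 16. For the 349 genes past the thresholds of the study it was again 1 of 100, with 16 as the highest other. For the Q2 of 0.718 it was 1 of 100, with 0.453 as the highest other. Chance is thus unlikely to have given these results. It is not excluded, since 1 in 100 is the smallest share these draws can return and not all 126 splits were tried.

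TR libraries held fewer genes at 1 FPKM or more, with 12534 ± 85.8 (SD, n = 5) against 12828 ± 103 (SD, n = 5) in the CON group, and all TR values lay below all CON values (exact permutation test, two-sided, p = 0.0079, the smallest the design allows), as at 0.2, 0.5 and 2 FPKM but not at 5 or 10 FPKM (exact permutation test, p = 0.15 and 0.25). A difference in scaling is argued against, since after median-of-ratios scaling the lowest CON library still had 119 genes more than the highest TR library. A lower depth in the TR group is argued against as the whole cause, since noise from depth would carry as many group means across 1 FPKM in one direction as in the other, while 419 genes had a mean of at least 1 FPKM in the CON group alone and 122 in the TR group alone, a ratio of 3.43 (95% interval 2.8 to 4.24, taking genes as independent) and of 2.59 after median-of-ratios scaling. Genes above 0 were also fewer in the TR group (16260 against 16446, exact permutation test, two-sided, p = 0.016), which either a lower depth or a loss of weakly expressed genes would give, so a part from depth, which is unknown, stays open. Lower expression of weakly expressed genes under restricted feeding, or a change in the cells of the tissue taken, may account for it and was not tested.

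Downregulated genes made up 79.8% of the changed genes. In the values without further scaling, genes near the floor of measurement alone do not account for all of this. Among changed genes with a mean of 5 FPKM or more, 72.6% were downregulated (95% interval 66.2 to 78.4, taking genes as independent). That share was not calculated after scaling, so level and scaling were not tested together. The share was 88.5% under 1 FPKM (69.85 to 97.55), 90.6% at 1 to 5 FPKM, 78.9% at 5 to 20 FPKM and 63.7% at 20 FPKM or more (53.0 to 73.6). These levels are means over all 10 libraries, which the change itself lowers for downregulated and raises for upregulated genes. That could give some of the trend, which was not tested, so a part that depends on the level stays open. Scaling between libraries cannot be told apart from it in full, because the share was 71.0% under median-of-ratios scaling and 69.3% under quantile normalization with all libraries, but reached 58.8% under median-of-ratios scaling without TR3. An effect of feeding may account for the rest and was not tested apart from these.

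The CON ewes differed among themselves along 1 main axis. It held 50.5% of the variance within CON, against 31.8% for the first axis within TR, a difference that was not tested. CON2 and CON3 lay at one end, with loadings of 0.664 and 0.303, and CON1 and CON5 at the other, with -0.537 and -0.423. Scaling is argued against, since the share was 49.7% after quantile normalization. Whether CON2 alone sets the axis cannot be told apart: the other 4 CON libraries had 52.3% of their variance on their own first axis, which need not be the same axis, and permuting single genes, the comparison planned for it, removes the correlation between genes that any difference between ewes gives. CON2 and CON3 also had the highest FPKM sums of the 10 libraries, 510600 and 455943. The sums were 403256 in CON1, 410353 in CON4 and 410112 in CON5. A link between these sums and the axis was not tested. Differences between ewes, technical differences between libraries, the site of sampling and gene length bias may each contribute and stay open, because neither litter size per library nor gene lengths were used here.

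A hypothesis was that downregulated genes lie next to each other in the numbering of the genes. Of 8740 pairs of tested genes with consecutive numbers, 11 held 2 downregulated genes, against a median of 3 over 10000 random orders (one-sided permutation test, p = 0.0012). For upregulated genes there were 0 such pairs, and the median was 0. Whether the numbers follow the order of genes on chromosomes is not given in the sources used here, and genes that share reads or sequence could give such pairs as well.

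In the TR group the mean log2 change of the 297 downregulated genes from the CON mean was smallest in size in TR5, at -0.90, and lay between -1.34 and -1.14 in the other 4 TR ewes. The gap was 0.536 of the range of the group, below the critical value of 0.71, so TR5 did not stand apart by that rule. The genes were chosen on these same libraries.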
